# The Angiogenesis Inhibitor Isthmin-1 (ISM1) Is Overexpressed in Experimental Models of Glomerulopathy and Impairs the Viability of Podocytes

**DOI:** 10.3390/ijms24032723

**Published:** 2023-02-01

**Authors:** Virgilia Sahiri, Jonathan Caron, Elena Roger, Christophe Desterke, Khalil Ghachem, Inna Mohamadou, Justine Serre, Niki Prakoura, Soraya Fellahi, Sandrine Placier, Sahil Adriouch, Lu Zhang, Christos E. Chadjichristos, Christos Chatziantoniou, Hans Kristian Lorenzo, Jean-Jacques Boffa

**Keywords:** glomerular diseases, proteinuria, chronic kidney disease progression, FSGS, podocytes, apoptosis

## Abstract

Focal segmental glomerulosclerosis (FSGS) is a major cause of end-stage renal disease and remains without specific treatment. To identify new events during FSGS progression, we used an experimental model of FSGS associated with nephroangiosclerosis in rats injected with L-NAME (N_ω_-nitro-L-arginine methyl ester). After transcriptomic analysis we focused our study on the role of Isthmin-1 (ISM1, an anti-angiogenic protein involved in endothelial cell apoptosis. We studied the renal expression of ISM1 in L-NAME rats and other models of proteinuria, particularly at the glomerular level. In the L-NAME model, withdrawal of the stimulus partially restored basal ISM1 levels, along with an improvement in renal function. In other four animal models of proteinuria, ISM1 was overexpressed and localized in podocytes while the renal function was degraded. Together these facts suggest that the glomerular expression of ISM1 correlates directly with the progression-recovery of the disease. Further in vitro experiments demonstrated that ISM1 co-localized with its receptors GRP78 and integrin αvβ5 on podocytes. Treatment of human podocytes with low doses of recombinant ISM1 decreased cell viability and induced caspase activation. Stronger ISM1 stimuli in podocytes dropped mitochondrial membrane potential and induced nuclear translocation of apoptosis-inducing factor (AIF). Our results suggest that ISM1 participates in the progression of glomerular diseases and promotes podocyte apoptosis in two different complementary ways: one caspase-dependent and one caspase-independent associated with mitochondrial destabilization.

## 1. Introduction

Focal segmental glomerulosclerosis (FSGS) is the histological expression of a set of pathologies characterized by marked proteinuria. It is one of the leading causes of end-stage kidney disease worldwide [1]. Although the mechanisms of proteinuria are better understood, FSGS is still lacking effective treatment, so the discovery of therapeutic targets is of utmost importance.

Podocytes are the main target cell for injury in FSGS. Together with endothelial cells, they are essential for the formation of the glomerular filtration barrier. The podocyte is particularly vulnerable due to its highly differentiated postmitotic phenotype. Structural changes involved in the progression of FSGS include alterations of the cytoskeleton, effacement of the foot of podocytes, and cell death. All this implies the alteration of the glomerular basement membrane and the leakage of nonspecific plasma proteins into the urinary space. The sources of podocyte injury are varied (genetic abnormalities, circulating factors, viral infections, medications, etc.), however the effect on podocytes is similar [1]. Additionally, some vascular injuries (e.g., due to ischemia, hypertension) can cause FSGS [2]. Thus, the appearance of proteinuria has been observed in patients undergoing antitumor treatment with antiangiogenic drugs, probably resulting from an imbalance between proangiogenic/antiangiogenic factors [3].

Isthmin-1 (ISM1) is an anti-angiogenic protein involved in the apoptosis of endothelial cells. It is a 60 kDa secreted protein that contains a centrally located thrombospondin type 1 repeat (TSR) and a C-terminal AMOP domain (adhesion-associated domain in MUC4 and other proteins) [4]. The rat gene shares a strong homology (89.52% of identity) with the human gene. In adult mammals, ISM1 is expressed in many tissues including lymphocytes, heart, lung, and kidneys [5] but its physiologic role remains poorly studied. Indeed, ISM1 has never been involved in renal physiology and/or pathophysiology. Recently, Jiang and colleagues reported that mature adipocytes secrete ISM1 and trigger an insulin-like signaling cascade [6]. In endothelial cells, secreted ISM1 potently inhibits VEGF/basic fibroblast growth factor (bFGF)-induced angiogenesis [7]. Other studies demonstrated that ISM1 acts as a vascular permeability factor in lipopolysaccharide (LPS) or hypoxia models in mouse lung [8,9]. In addition, ISM1 binds two membrane receptors, integrin αvβ5 and GRP78, triggering apoptosis in tumor and endothelial cells. Interestingly, both receptors are expressed in glomeruli and have been linked to glomerular diseases [10,11,12,13]. GRP78 is an endoplasmic reticulum-resident chaperone that maintains protein homeostasis and regulates the unfolded protein response. GRP78 is upregulated in glomerular diseases and contributes to diabetic nephropathy [11]. Inhibition of integrin αvβ5 attenuates vascular permeability and protects against renal ischemia-reperfusion injury and decreased mortality in septic mice [14,15]. 

The present study aims to elucidate whether ISM1 is involved in the mechanisms leading to glomerular damage during renal disease progression particularly focused on podocytes. For this purpose, we used several models of proteinuria including L-NAME-treated rats (N_ω_-nitro-L-arginine methyl ester), a non-specific nitric oxide (NO) synthase inhibitor, an experimental model of hypertension and secondary FSGS of vascular origin [16,17,18]. Similarly, we tested the involvement of ISM1 in other in vivo models of proteinuria, as well as in cultured podocytes.

## 2. Results

### 2.1. L-NAME Induced Nephroangiosclerosis with Focal Segmental Glomerulosclerosis

Administration of L-NAME in the drinking water caused hypertension, high proteinuria and typical lesions of nephroangiosclerosis (Figure 1a,b). The mean urine protein excretion rate (UPER) of all L-NAME-treated hypertensive rats was 2170 ± 183 mg/mmol at the time of L-NAME removal, 27-fold higher compared to the control group (80 ± 19 mg/mmol *p* < 0.001). The systolic blood pressure of the W0 group was 206 ± 9 mmHg compared to 131 ± 7 mmHg for the control animals (*p* < 0.01). L-NAME administration induced renal failure, with plasma urea nitrogen of 22 ± 5 mmol/L, compared with 5 ± 0.7 mmol/L in the control animals (*p* < 0.01). Serum creatinine was 118 ± 19 μmol/L, compared with 29 ± 3 μmol/L for control animals (*p* < 0.01; Figure 1a). As described, L-NAME induced nephroangiosclerosis with focal segmental glomerulosclerosis (FSGS) lesions when UPER was greater than 1 g/mmol [19]. As expected, the W0 group was significantly more affected than the control group when considering arteriolosclerosis, interstitial fibrosis (arrow), and tubular dilatation (Figure 1b). 

One week after interruption of L-NAME treatment (W1), UPER significantly decreased from 2170 ± 183 mg/mmol to 582 ± 123 mg/mmol (*p* < 0.001), without returning to normal levels (*p* < 0.05, W1 vs CTL). After 5 weeks without treatment (W5), proteinuria was further decreased to 301 ± 39 mg/mmol. Systolic arterial hypertension was maintained despite withdrawal of L-NAME, with W1 and W5 values of 183 ± 7 mmHg and 180 ± 8 mmHg, respectively, compared to 131 ± 7 mmHg in control animals (*p* < 0.01). Plasma urea and serum creatinine returned to normal levels after stopping L-NAME, with respectively 5.0 ± 0.4 mmol/L and 46 ± 8 μmol/L in W1 (*p* < 0.01 compared with the W0 group). Five weeks after L-NAME withdrawal, values returned to normal (Figure 1a) and renal lesions improved markedly: glomerulosclerosis, tubular dilatation, arteriosclerosis, and interstitial fibrosis scores decreased (data not shown).

### 2.2. ISM1 Gene Expression Is Associated to the Intensity of Renal Injury in L-NAME-Induced Nephropathy and Its Repair

The above series of experiments allowed the formation of four groups showing different degrees of progression and/or regression of renal disease: a control group (CTL), a group with severe glomerulonephritis (W0), a group at early phase of recovery (W1), and a group with an almost complete reversion of renal disease (W5, see Figure 2a). We performed an unbiased transcriptomic analysis in the kidneys of the four groups in order to identify genes whose expression level is associated with the phases of progression/regression of renal disease (Figure 2b). 

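RNA from total kidney tissue of 3 rats in each of the CTL, W0, W1 and W5 groups was hybridized on Affymetrix Rat Gene arrays, a separate array per animal. The arrays analysed here are thus 3 per group, where the paper gives 4 animals for CTL, 6 for W0, 5 for W1 and 4 for W5. L-NAME, which blocks the synthesis of nitric oxide and raises blood pressure, was given at 15 mg/kg per day in the drinking water with 6 g/L NaCl until the urinary protein to creatinine ratio passed 1 g/mmol, after 6 to 24 weeks. Kidneys were taken at that point (W0) or 1 and 5 weeks after L-NAME was stopped (W1 and W5). The authors normalized the fluorescence values with RMA, and the deposited values are on a log2 scale. A gene was represented by its probeset of highest mean level, which left 18166 genes. Groups were compared with limma, all 4 fitted together, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05.

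Kidneys of the CTL and W5 groups had similar expression profiles, and those of W0 lay farthest from CTL. The first principal component held 31.8% of the variance and ordered the groups CTL (scores -23.0 to -20.5), W5 (-14.6 to -10.0), W1 (2.60 to 12.3) and W0 (22.4 to 30.5). The genes that separate these groups include Havcr1, which encodes kidney injury molecule-1, and Gpnmb, a glycoprotein of macrophages and injured cells. The second component held 14.7% and mainly set W0 replicate 1 (31.7) apart from W1 replicate 1 (-20.4), while Havcr1 and Gpnmb were higher in each of these arrays than in every CTL array. Hierarchical clustering stopped at 3 clusters put all CTL and W5 arrays together, W0 replicate 1 alone, and the other W0 arrays with the W1 arrays. Correlation between arrays was 0.982 to 0.993 within groups and 0.972 to 0.991 between groups.

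**Figure D1:**
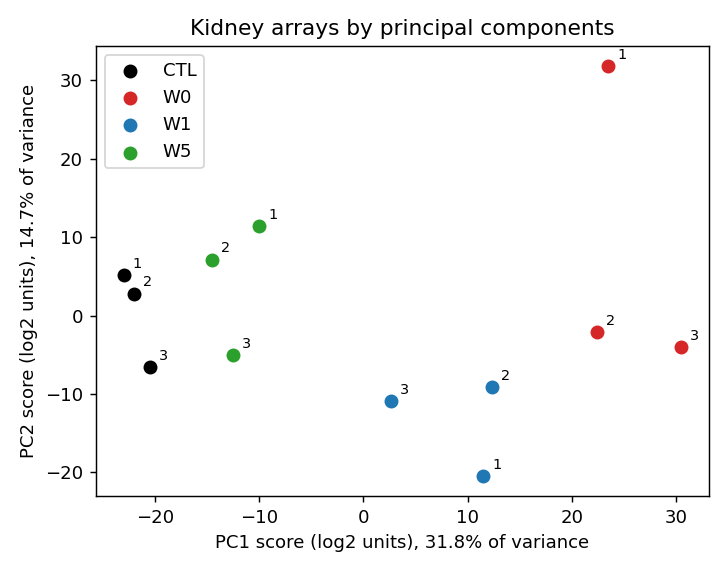
Principal components of the 12 arrays (18166 genes, centred log2 values). Horizontal axis, the first component (31.8% of the variance); vertical axis, the second (14.7%). Each point is the kidney of 1 rat, coloured by group (n = 3 per group) and numbered by replicate. CTL arrays are at the left, followed by W5, W1 and W0.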

We selected ISM1 not only because of the intensity of its expression but above all because of its variability, which was correlated to the recovery of renal function. This protein had never before been reported to be involved in renal pathophysiology and, furthermore, rodent genes share strong homology with humans (89.52% identity for rats). 

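Ism1, which encodes the secreted anti-angiogenic protein isthmin-1, varied more between the kidneys than most genes did. The standard deviation of its log2 level over the 12 arrays was 0.359, higher than that of 90.6% of the 18166 genes (median 0.198). Group differences were tested as a source of this spread. The moderated F statistic of limma for Ism1 over the 4 groups was 3.75 (p = 0.0367, adjusted p = 0.21), and an exact permutation test of the ordinary F statistic (2.72) over all 15400 partitions of the arrays gave p = 0.117. By this statistic Ism1 is at rank 3174, and 1221 genes passed after adjustment. With single arrays left out the limma p of Ism1 was 0.0732 without CTL replicate 1, 0.0707 without CTL replicate 2, 0.126 without W1 replicate 1, 0.165 without W1 replicate 2 and 0.0549 without W5 replicate 2. It was lower, 0.0236, 0.00193 and 0.0169, without CTL replicate 3, W5 replicate 1 and W5 replicate 3.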

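At the peak of the disease the kidneys expressed more of the genes of tubular injury, extracellular matrix, complement and coagulation. Macrophage markers were also higher and proximal tubule genes lower, but these lists lost their call with an estimated correlation (adjusted p = 0.23 and 0.267). In W0 against CTL 1708 of 18166 genes changed (limma, adjusted p under 0.05), 906 higher and 802 lower. With the arrays centred on their medians 826 were higher and 1029 lower, so the larger side turns with the scaling (53.0% against 44.5% higher). A change of at least 2-fold at an unadjusted p under 0.05 was found for 413 genes (225 higher, 188 lower). The number at adjusted p was 1070 without CTL replicate 1 and 1137 without CTL replicate 2. In 26.5% of genes the levels of the 2 groups did not overlap, against 10% by chance.

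Of 26 markers of tubular injury 18 rose, among them Tnfrsf12a, the receptor of TWEAK (log2 change 2.03), Spp1, which encodes osteopontin (2.66), and Clu, which encodes clusterin (2.38). The median log2 change of these markers was 0.88, and 21 were higher and 1 lower with p adjusted over the list alone. Among 35 genes of the extracellular matrix 22 rose (27 higher and 1 lower over the list alone, median 0.68), including Timp1, an inhibitor of matrix metalloproteinases (2.45), the basement membrane collagen Col4a1 (1.07), the fibrillar collagen Col3a1 (1.29) and fibronectin, Fn1 (1.15). Complement and coagulation genes rose in 12 of 21 cases (13 over the list alone, median 0.53), with the fibrinogen chains Fga (2.54) and Fgg (2.34) and the plasminogen activator Plat (1.03). The complement subunits C1qb (1.21) and C1qc (1.1), which are not members of this list, were also higher. By camera the adjusted p was 7.83e-19 for tubular injury and for matrix, and 4.49e-12 for complement and coagulation. These 3 lists kept their call with an estimated correlation between genes (adjusted p = 0.0365).

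Markers of macrophages rose in 9 of 18 cases (10 over the list alone, median 0.60, camera adjusted p = 7.67e-08, adjusted p = 0.23 with an estimated correlation), including Cd14, a receptor for lipopolysaccharide (1.24), and the mannose receptor Mrc1 (1.25). Of 22 proximal tubule genes 9 fell (2 higher and 12 lower over the list alone, median -0.59, camera adjusted p = 1.85e-05, adjusted p = 0.267 with an estimated correlation). Among them are the organic anion transporter Slc22a6 (-0.93), the endocytic receptor megalin, Lrp2 (-0.76), and Miox, which breaks down inositol (-1.05). In the thick ascending limb and distal tubule 4 of 14 genes fell and 1 rose (5 and 1 over the list alone, median -0.30, camera adjusted p = 0.00219, adjusted p = 0.256 with an estimated correlation). The growth factor Egf fell by 1.58, uromodulin, Umod, by 0.66 and the tight junction protein Cldn10 by 0.83.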

We found 424 genes with at least a two-fold change in expression during the progression of the disease (CTL versus W0 group, *p* < 0.05). 

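The largest rise at W0 was that of Havcr1, which encodes kidney injury molecule-1 of damaged proximal tubules, with a log2 change of 5.17 against CTL (36.1-fold, SE 0.232, limma adjusted p = 5.38e-08). The next were Serpina3n, a protease inhibitor of the acute phase (4.53, SE 0.718, adjusted p = 0.00137), and the fibrinogen chain Fgb (4.22, SE 0.216, adjusted p = 1.41e-07). Serpina3n varied between the W0 rats (SD 1.6). Gpnmb rose by 3.16 (adjusted p = 1.16e-05), Hmox1, the heme oxygenase induced by oxidative stress, by 3.10 (adjusted p = 0.00259) and Igfbp1, which binds insulin-like growth factors, by 2.94 (adjusted p = 1.52e-05). Alox15, a lipoxygenase of arachidonic acid, rose by 2.83 (adjusted p = 0.00158) and Gpx2, a glutathione peroxidase, by 2.75 (adjusted p = 0.00169). Pdk4, which blocks the entry of pyruvate into the citrate cycle, rose by 2.79 (adjusted p = 1.77e-06), Adamts1, a protease of matrix proteoglycans, by 2.79 (adjusted p = 2.43e-06) and Angptl4, an inhibitor of lipoprotein lipase, by 2.69 (adjusted p = 1.17e-06). S100a8, a calcium-binding protein of neutrophils, rose by 2.67 (adjusted p = 0.0371). Its adjusted p was 0.0973 without CTL replicate 1, 0.0958 without CTL replicate 2, 0.0865 without CTL replicate 3, 0.114 without W0 replicate 2 and 0.106 without W0 replicate 3.

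Among the genes that fell most, the amino acid transporters Slc7a12 and Slc7a13 fell by 2.74 (adjusted p = 0.00251) and 2.32 (adjusted p = 0.00188). Akr1c12l1, an aldo-keto reductase, fell by 2.48 (adjusted p = 0.00215), Rgn, the calcium-binding regucalcin, by 2.46 (adjusted p = 0.000913) and Cacng5, a subunit of calcium channels, by 2.33 (adjusted p = 0.00764). Hnmt, which inactivates histamine, fell by 2.33 (adjusted p = 0.000711), Prima1, a membrane anchor of acetylcholinesterase, by 2.26 (adjusted p = 0.00573), and the plasma protein Hrg by 2.24 (adjusted p = 0.00252). Also lower than in CTL were Gc, the vitamin D binding protein (-2.12, adjusted p = 0.00964), Nat8f1, an acetyltransferase (-2.08, adjusted p = 0.00095), Ces1e, a carboxylesterase (-2.07, adjusted p = 0.000688), and the organic anion transporter Slco1a6 (-1.95, adjusted p = 0.00795). The W0 rats differed in the depth of the fall, with SD of 1.07 for Slc7a12, 1.18 for Cacng5 and 1.25 for Slco1a6.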

The 25 genes with the highest increased and decreased expression are listed in Table S2. 

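Ism1 had a middle expression level in W0 kidneys, where 47.7% of the 18166 genes were lower and Ism1 ranked 9497 from the top. By the size of its change from CTL to W0, in either direction, Ism1 ranked 7304. Genes of its known partners showed no change that passed. Hspa5, which encodes the chaperone GRP78, a receptor of isthmin-1, had a log2 change of -0.05 (W0 10.26 ± 0.26, CTL 10.31 ± 0.325, mean ± SD, limma adjusted p = 0.918). Itgb5, a subunit of the integrin αvβ5, had -0.02 (8.26 ± 0.2 against 8.28 ± 0.0566, adjusted p = 0.955). The sign of these small differences turned when an array was left out, for Hspa5 to 0.08 without CTL replicate 2 and 0.08 without W0 replicate 1, and for Itgb5 to 0.07 without W0 replicate 2. Itgav, the other subunit, was not analysed here.

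Among podocyte genes, 3 of 14 rose at W0: Kirrel1, which encodes Neph1 of the slit diaphragm (0.50, adjusted p = 0.0251), its neighbour Cd2ap (0.48) and the phospholipase Plce1 (0.57). The 14 genes as a list had a median of 0.05 and were not called (camera adjusted p = 0.149). Kirrel1 had an adjusted p of 0.0739 without CTL replicate 1, 0.112 without CTL replicate 2 and 0.0968 without W0 replicate 3. Nphs1, which encodes nephrin, had a log2 change of -0.13 (adjusted p = 0.603). Synpo was not analysed here.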

Although ISM1 was not among the most highly expressed genes in W0, its expression correlated well with disease progression/regression. In this model, ISM1 was expressed in the W0 group and gradually returned to normal in the W1 and W5 groups. This pattern of ISM1 expression became more evident when the study was focused on isolated glomeruli, rather than total kidney tissue (microarrays). Thus, quantitative RT-PCR assays in isolated glomeruli, revealed that the W0 and W1 groups had significantly higher ISM1 expression than the control group (Figure 2c).

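In whole kidney Ism1 was lowest at W1 and close to its CTL level at W0 and W5. Its log2 level was 5.94 ± 0.229 in CTL, 5.74 ± 0.039 in W0, 5.3 ± 0.225 in W1 and 5.83 ± 0.497 in W5 (mean ± SD, n = 3). At W0 Ism1 differed from CTL by -0.20 (95% confidence interval -0.65 to 0.24, limma p = 0.341, exact permutation p = 0.4). For W1 the difference from CTL was -0.64 (limma p = 0.00749, adjusted over all genes 0.121, exact permutation p = 0.1, the smallest that 3 against 3 arrays allow). Between W0 and W1 it was -0.44 (limma p = 0.0504, exact p = 0.1), with a limma p of 0.0262 without W1 replicate 3. From W1 to W5 it was 0.53 (limma p = 0.0221, adjusted p = 0.336, exact p = 0.2). That p was 0.0599 without W1 replicate 1, 0.0819 without W1 replicate 2, 0.0591 without W5 replicate 2 and 0.14 without W5 replicate 3 (difference 0.30). At W5 Ism1 differed from CTL by -0.11 (limma p = 0.59, exact p = 0.8) and from W0 by 0.09 (limma p = 0.671, exact p = 0.7). The W5 rats were spread from 5.3 to 6.29, and these signs turned without W5 replicate 1 (0.15 against CTL) and without W5 replicate 3 (-0.14 against W0).

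Havcr1 followed another course in the same kidneys. Its mean log2 level was 5.26 in CTL, 8.80 in W1 and 5.79 in W5, with its peak at W0, and it fell by 1.63 from W0 to W1 (limma adjusted p = 0.00699). At W5 Havcr1 was 0.53 from CTL (adjusted p = 0.672). The paper chose ISM1 for further study because its expression varied with the phases of the disease, and it went on to measure ISM1 in isolated glomeruli.

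**Figure D2:**
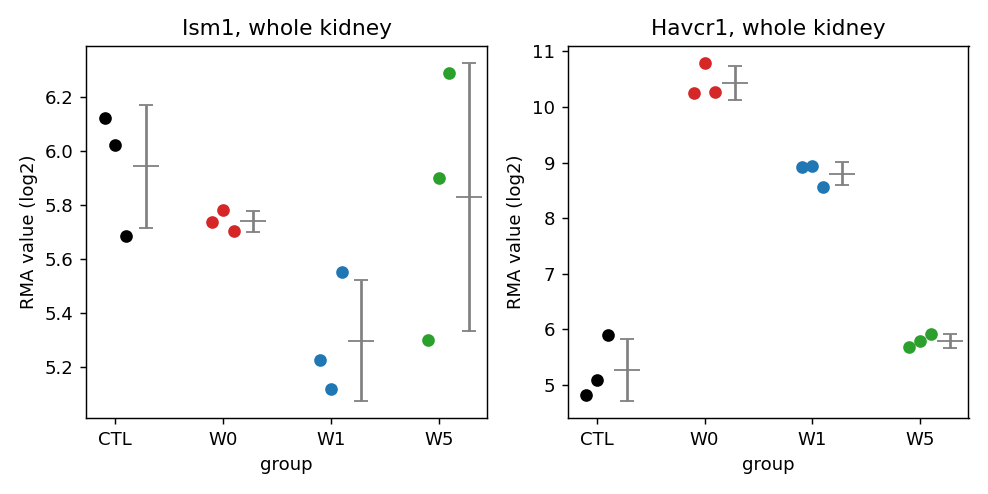
Log2 expression of Ism1 and Havcr1 in whole kidney. Horizontal axis, CTL, W0, W1 and W5 groups; vertical axis, log2 level. Each point is the kidney of 1 rat (n = 3 per group); bars are mean ± SD. Ism1 is lowest in W1 and most spread in W5; Havcr1 is highest in W0.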

### 2.3. ISM1 and Receptors Are Expressed in Podocytes of Different Models of Glomerulopathy

We analyzed the renal expression of ISM1 in rat, mouse, and human kidneys in physiological conditions. A clear expression of ISM1 was observed in renal glomeruli, more pronounced in rats than in human kidneys (Figure 3a). In rat kidney tissue, ISM1 co-localized with nephrin (Figure 3b) but not with endothelial markers such as CD31 (Figure 3c) or RECA-1, a rat pan-epithelial marker (Figure S1A). These results suggest a podocytic localization of ISM1 that was confirmed by immunogold electronic microscopy (Figure 3b, right). In addition, the two known ISM1 receptors, integrin αvβ5 and GRP78, were also expressed in glomeruli under basal conditions (Figure S1A).

ISM1 expression was also explored in different rodent models of glomerulopathy: L-NAME, puromycin aminonucleoside (PAN), doxorubicin in rats and diabetes (ob/ob), and LPS in mice (Figure 4). All those models developed severe proteinuria associated with net hypoalbuminemia (Table S3). RT-qPCR experiments showed a significant overexpression of ISM1 mRNA in the glomeruli of all models studied (Figure 4a). Of note, in PAN-treated rats, mRNA levels of αvβ5 integrin and GRP78 (both described as ISM1 receptors) increased concomitantly with ISM1 (Figure 4b). Compared to controls, integrin b5 subunit mRNA was significantly overexpressed in aged diabetic mice, while no significant changes were observed in the rest of the other models (Figure 4b).

Given the presence of ISM1 receptors on glomeruli, we proceeded to explore its binding to the surface of cultured podocytes. In vitro experiences revealed that ISM1 and its receptors were expressed by cultured podocytes. Co-immunoprecipitation experiments demonstrated the interaction of soluble ISM1 to human podocytes via αvβ5 integrin and GRP78 (Figure 4c). 

### 2.4. Recombinant ISM1 Induced Podocyte Injury In Vitro

To determine the degree of damage to podocytes, we examined the effect of ISM1 on the structure of the actin cytoskeleton, as well as on cell viability. To determine the degree of damage to podocytes, we examined the effect of ISM1 on the structure of the actin cytoskeleton, as well as on cell viability. Loss of F-actin stress fibers in cultured podocytes mimics changes in podocytes in vivo that are primarily characterized by a peripheral distribution of F-actin and a delocalization of synaptopodin (SYNPO), an actin-associated protein [20]. In our study, the distribution of F-actin and SYNPO was significantly modified by the strongest stimuli at high doses of ISM1 (1 µM) and longer incubations (72 h). Under these conditions, actin adopted a subcortical distribution just beneath the plasma membrane, while the presence of F-fibers was considerably reduced, which is compatible with destabilization of the podocyte cytoskeleton (Figure 5a). 

On the other hand, the addition of recombinant ISM1 to podocytes induced a dose- and time-dependent decrease in their viability (Figure 5b). This ISM1 toxicity was significantly reduced after the addition of QVD-oph, a pancaspase inhibitor (Figure 5c). Thus, podocytes were treated with ISM1 (5 and 35 µg/mL) for 24 and 72 h in the presence or absence of QVD-oph. Under milder conditions (5 µg/mL, 24 h), QVD-oph prevented ISM1-induced mortality, suggesting that caspases are activated and responsible for this effect. However, at higher doses or longer incubations, ISM1 toxicity was only partially inhibited by QVD-oph (Figure 5b right), pointing towards an additional mechanism of caspase-independent killing. This suggests that ISM1-induced apoptosis in the podocyte operates through both caspase-dependent and caspase-independent pathways that appear to act in concert. 

### 2.5. Recombinant ISM1 Induced Podocyte Apoptosis, Mitochondrial Membrane Depolarization and Release of Pro-Apoptotic Proteins

This proapoptotic activity of ISM1 was also confirmed by TUNEL assay (Figure 6a,b), as well as by the concomitant decrease of procaspase-3 and procaspase-8 due to their cleavage and activation of both (Figure 6c,d). In addition, we analyzed ROS production or calcineurin activation, both events described as destabilizing podocyte structure and viability [20]. Their inhibition, respectively by N-acetylcysteine or FK-506, had no effect on podocyte structure or viability (data not shown).

Previous works in endothelial cells demonstrated that ISM1 can target mitochondria and trigger apoptosis [21]. Similarly, we monitored mitochondrial health using the dye JC-1, which forms aggregates based on mitochondrial membrane potential (ΔΨm). Green fluorescence indicates the monomeric form of the probe, which turns red with the formation of “J-aggregates”. Then, mitochondrial depolarization is estimated by a decrease in the red/green fluorescence intensity ratio. As shown in Figure 6e, ISM1 addition in cultured podocytes induced a significant decrease of the ΔΨm. This suggests, together with the loss of cell viability (described above), the involvement of a mitochondria-dependent apoptosis.

The release of mitochondrial intermembrane space proteins such as cytochrome c or apoptosis inducing factor (AIF) are unequivocally the central event in mitochondrial-dependent apoptosis. The mechanism by which these proteins are released into the cytosol presumably depends on the cell type and the nature of the stimuli [22]. Therefore, we examined the translocation of cytochrome c and AIF to the cytosol and nucleus. Under basal conditions, AIF and cytochrome c are distributed, exhibiting a punctate profile due to their exclusively mitochondrial localization in podocytes (Figure 6f). Upon strong stimulation of podocytes with ISM1, AIF diffused and translocated to the nucleus differently than cytochrome c (Figure 6f). These data suggest that strong ISM1 stimuli induce mitochondrial destabilization in podocytes with mitochondrial membrane permeabilization and nuclear translocation of AIF, a caspase-independent apoptosis-inducing protein.

### 2.6. Proposal Roles of Mitochondria: In Silico Analysis of ISM1 Regulation in the L-NAME Model

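For the search of genes that follow Ism1, the 9 arrays of W0, W1 and W5 (3 rats each) were used and the CTL arrays were left aside. The method of Pavlidis compares the profile of every gene with that of a template gene, here Ism1, whose log2 level in these kidneys ran from 5.12 in W1 replicate 2 to 6.29 in W5 replicate 3. Each of the other 18165 genes was regressed on Ism1 with limma, and the p values were adjusted by the Benjamini-Hochberg method. For genes named in the paper, Pearson and Spearman coefficients were computed with two-sided exact permutation p values over the 9 arrays. Lists of mitochondrial, peroxisomal and other genes were tested along Ism1 with camera. The 9 rats form 3 groups, so the tests along Ism1 were also run with the group means as terms, which leaves the variation within groups.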

Whole transcriptome experiments were performed on the total kidney organ during the time course of kidney regeneration with distinct time points: week 0, week 1, and week 5. Palvidis template matching algorithm was used to find the expression profile supervised on ISM1 expression as predictor because ISM1 is known to be an anti-angiogenic actor well expressed in the cortical region of the kidney, comprising a high proportion of glomeruli. After correction of enriched genes with false discovery rate adjustment, still 283 genes were found significantly co-regulated to ISM1 expression during kidney regeneration (Supplemental Table S4). 

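The gene whose level rose most closely with Ism1 over the 9 kidneys was Myh15, a myosin heavy chain (r = 0.922, exact permutation p = 0.000196). At the other end was Nuak1, a kinase related to AMPK (r = -0.917). Neither Myh15 nor Nuak1 passed after adjustment over all genes. In limma 0 of 18165 genes passed (smallest adjusted p 1), and 752 had an unadjusted p under 0.05 (244 with positive and 508 with negative r), where 908 are expected by chance. A plain Pearson test gave 731 and 0 after adjustment. With the group means as terms 1233 genes had an unadjusted p under 0.05, and with all 12 arrays 1470, and 0 passed after adjustment in each case. Without the 2 arrays farthest in Ism1 (W5 replicate 3 and W1 replicate 2) r was 0.802 for Myh15 and -0.799 for Nuak1. Spearman rho was 0.95 for Myh15 (exact permutation p = 0.000353) and -0.8 for Nuak1. Myh15 is near the lower end of the scale, with a mean log2 level of 3.00 at W0.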

Functional enrichment performed with these co-regulated genes on the Gene Ontology Cellular Component database highlighted an important implication of the mitochondria and peroxisome cellular compartments (Figure 7A). 

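Genes of peroxisomes and of mitochondrial fatty acid oxidation tended to be higher in kidneys with more Ism1, though no single gene passed. Of 58 peroxisomal genes 45 had a positive r (median 0.214) and 7 an unadjusted p under 0.05 in limma. The 58 include the 7 measured enzymes that the paper names from its own search, 6 of which had such a p. This list is therefore not independent of that search, and camera was not rerun without these enzymes. Of all 18165 genes 752 had such a p. Among 30 genes of mitochondrial fatty acid oxidation 26 had a positive r (median 0.358), 6 of them at an unadjusted p under 0.05. Camera called the lists at adjusted p = 2.21e-08 (peroxisome) and 2.49e-08 (fatty acid oxidation), and the adjusted p was 0.131 for each with an estimated correlation between genes. By fry neither list was called (adjusted p = 0.466 for each). Without W5 replicate 3, which had the most Ism1, the median r was 0.0262 for peroxisomal genes and 0.131 for fatty acid oxidation. The enzymes Mlycd and Ehhadh, which belong to these pathways, had the highest r among the list members the paper names. With the group means as terms camera still called the lists upwards (adjusted p = 1.85e-07 for peroxisome and 3.37e-10 for fatty acid oxidation, with its preset correlation). Proximal tubule genes were called upwards as well (camera adjusted p = 8.36e-10). So were mitochondrial ribosome (1.24e-14), respiratory chain (4.57e-08) and citrate cycle genes (6.86e-07). The 1155 olfactory receptor genes, a list written as a background, were called downwards (camera adjusted p = 6.2e-05). The calls with group means as terms are thus not particular to peroxisomes and fatty acid oxidation. Within groups Ism1 varied most at W5 (5.3 to 6.29), and this setting was not run with arrays left out or with an estimated correlation. Citrate cycle genes were positive in 15 of 18 cases (median 0.33, camera adjusted p = 3.64e-05, adjusted p = 0.322 with an estimated correlation; median 0.036 and adjusted p = 0.0587 without W5 replicate 3).

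Mitochondrial ribosome genes were positive in 51 of 68 cases (median 0.109, camera adjusted p = 0.000115, adjusted p = 0.821 with an estimated correlation). Their median r was 0.227 without W0 replicate 1, 0.347 without W1 replicate 1, 0.178 without W1 replicate 2, 0.0144 without W5 replicate 1, 0.204 without W5 replicate 2 and -0.139 without W5 replicate 3, where the call was lost (adjusted p = 0.711). Respiratory chain genes were positive in 43 of 67 cases (median 0.0788, adjusted p = 0.0169, adjusted p = 0.821 with an estimated correlation). For them it was 0.185 without W0 replicate 1, 0.133 without W0 replicate 3, 0.302 without W1 replicate 1, 0.019 without W5 replicate 1 and -0.312 without W5 replicate 3. In that last setting camera called the list in the opposite direction (adjusted p = 0.0095). With a replicate block the calls of the mitochondrial ribosome and respiratory chain lists changed.

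**Figure D3:**
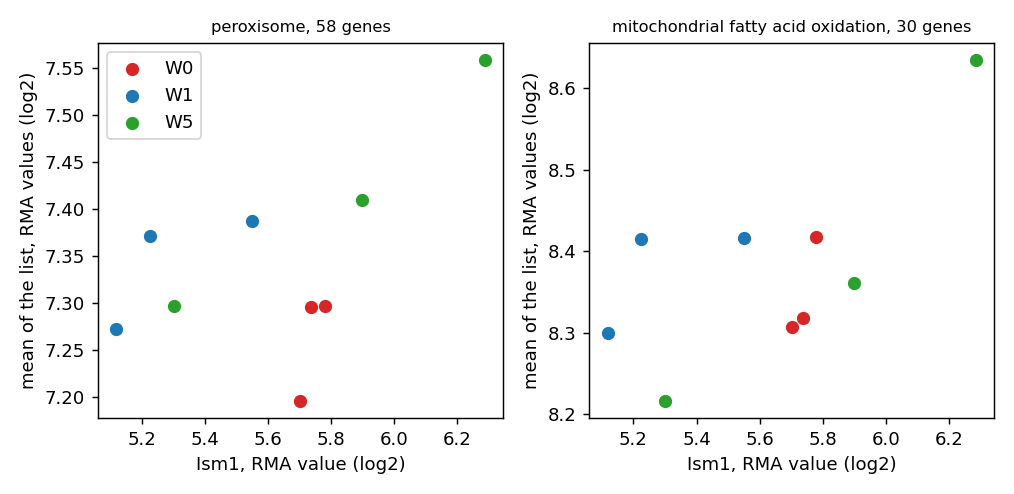
Mean log2 level of 58 peroxisomal genes and of 30 genes of mitochondrial fatty acid oxidation against the log2 level of Ism1. Each point is the kidney of 1 rat, coloured by group (W0, W1, W5; n = 3 each). The array farthest to the upper right is W5 replicate 3.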

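Over the 9 kidneys of W0, W1 and W5 the level of several enzymes of fatty acid handling rose with Ism1 by r. Of 7 such enzymes 3 passed with r adjusted over the 22 genes named in the paper, and none over all 18165 genes. Mlycd, which breaks down malonyl-CoA, had r = 0.81 (exact permutation p = 0.00761) and rho = 0.8. Ehhadh, an enzyme of peroxisomal beta-oxidation, had r = 0.793 (exact p = 0.00637), and Acsl1, which activates long-chain fatty acids, r = 0.786 (exact p = 0.0121) with rho = 0.617 (exact p = 0.0857). These 3 passed at 0.0389 when r was adjusted over the 22 genes named in the paper, and did not pass by rho (0.0672 for Mlycd and Ehhadh, 0.172 for Acsl1). The paper took them from its own search for genes that follow ISM1, so passing this adjustment is not independent support. The remaining 4 had exact p under 0.05 before that adjustment and not after it: Nudt19, which splits coenzyme A (r = 0.721, exact p = 0.0287), Ech1, an isomerase of unsaturated fatty acids (0.715, 0.0311), Crat, carnitine acetyltransferase (0.714, 0.0301), and the fatty acid transporter Slc27a2 (0.678, 0.0469).

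As a list these 7 genes had a median r of 0.721 (all positive, 4 passing over the list alone, camera adjusted p = 2.43e-10, adjusted p = 0.00784 with an estimated correlation). Being taken from the study's own search, they are not counted as independent evidence. Part of the coefficients rests on the arrays farthest in Ism1. Without W5 replicate 3 and W1 replicate 2, r was 0.516 for Mlycd, 0.475 for Ehhadh, 0.634 for Acsl1, 0.386 for Slc27a2, 0.448 for Nudt19, 0.684 for Ech1 and 0.736 for Crat. Without W5 replicate 3 alone the limma p passed 0.05 for Mlycd (r = 0.674, p = 0.0555), Ehhadh (r = 0.563, p = 0.221) and Acsl1 (r = 0.554), and for Acsl1 also without W5 replicate 1 (r = 0.758, p = 0.0511). The same happened for Slc27a2 without W0 replicate 1 (p = 0.0511, r = 0.674), W1 replicate 2 (p = 0.1, r = 0.61), W1 replicate 3 (p = 0.0544, r = 0.701), W5 replicate 2 (p = 0.0918, r = 0.677) and W5 replicate 3 (p = 0.2, r = 0.507). It happened for Ech1 without W1 replicate 2 (p = 0.0596, r = 0.667) and W5 replicate 1 (p = 0.061, r = 0.673). Crat lost it without W0 replicates 1 and 2 (r = 0.711 and 0.735), W1 replicates 1 and 3 (r = 0.659 and 0.714) and W5 replicates 1, 2 and 3 (r = 0.725, 0.718 and 0.6), with p from 0.0525 to 0.153. Nudt19 had a limma p over 0.05 with all 9 arrays and with each left out (0.0568 to 0.262).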

Among this expression profile associated to ISM1 regulation during kidney relation we could highlight 48 molecules implicated in the mitochondria compartment and 13 in the peroxisome compartment: nine molecules were found shared between these two compartments (Acox1, Hmgcl, Acsl1, Slc27a2, Nudt19, Ech1, Crat, Mlycd, Ehhadh) (Figure 7B). 

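The genes that followed Ism1 most closely after Myh15 code for proteins of several kinds, some of them mitochondrial. They are Pbld1, an isomerase-like protein (r = 0.914), the olfactory receptor Or10a5 (0.914), Selenoo, a mitochondrial selenoprotein (0.912), Coa7, an assembly factor of respiratory complexes (0.909), Spns2, the exporter of sphingosine-1-phosphate (0.908), the nuclear pore gene Nup50 (0.9) and Cox19, a copper carrier of cytochrome oxidase (0.889). With negative r there were Ebi3, a cytokine subunit (-0.915), the protein kinase C gene Prkcb (-0.912) and Nlgn2, a neuroligin (-0.909). Cox19 had the largest exact permutation p of these genes, 0.00147, and not a single gene of the set passed after adjustment over all genes.

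Without W5 replicate 3 several of these genes had an unadjusted limma p over 0.05, while r kept its sign: Pbld1 (r = 0.837, p = 0.0702), Selenoo (0.863, p = 0.184), Coa7 (0.864, p = 0.0723) Myh15 (0.857, p = 0.0805) and Cox19 (0.828, p = 0.0524), and for Nlgn2 this happened without W1 replicate 2 (-0.877, p = 0.0544).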

Expression heatmap of the best 75 genes correlated to ISM1 regulation during kidney regeneration revealing a cluster of 13 genes closely regulated to ISM1 (blue cluster, Figure 7C). This blue cluster contained Gadd45g particularly known to be implicated in apoptosis and caspase related functionalities, also Neu1 which is well known in kidney and apoptosis literature, Acot4 associated to peroxisome citations, follow by Mlh3 and Mapk4 associated to apoptosis function. These results suggest that during time course kidney regeneration the main genes co-regulated with ISM1 are implicated in mitochondria and peroxisome compartments and associated to caspase especially Gadd45g, Neu1, Mapk4, ISM1, and Mlh3.

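Of the genes the paper links to apoptosis, Mapk4, an atypical MAP kinase, had the highest r with Ism1 in whole kidney (0.807, exact permutation p = 0.00849). Gadd45g, a sensor of growth arrest and DNA damage, had r = 0.791 (exact p = 0.0109), the lysosomal sialidase Neu1 r = 0.788 (exact p = 0.0106) and the mismatch repair gene Mlh3 r = 0.784 (exact p = 0.0124). Acot4 was not analysed here. By Spearman rho was 0.8 for Gadd45g (exact p = 0.0138) and 0.767 for Neu1, Mlh3 and Mapk4 (exact p = 0.0214). Adjusted over the 22 genes named in the paper the p was 0.0389 by r and 0.0672 by rho. The 4 genes as a list had a median r of 0.79 (all passing over the list alone, camera adjusted p = 1.57e-09, adjusted p = 0.0355 with an estimated correlation). As genes picked by the study's own search they do not count as independent evidence.

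Without W5 replicate 3 and W1 replicate 2, r was 0.936 for Gadd45g, 0.577 for Neu1, 0.78 for Mlh3 and 0.792 for Mapk4. Without W5 replicate 3 alone the limma p passed 0.05 for Neu1 (r = 0.619, p = 0.0724) and Mlh3 (r = 0.586, p = 0.201). Cycs, which encodes cytochrome c, and Aifm1, the apoptosis-inducing factor of mitochondria, had r of -0.107 (0.00567 without W5 replicate 1) and 0.437. From its whole search, with functional enrichment, the paper proposes that the genes regulated along with ISM1 during regeneration act in mitochondria and peroxisomes and are tied to caspases.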

## 3. Discussion

To date, most published studies on ISM1 have focused on its role during development. ISM1 was first identified in Xenopus laevis gastrula embryos with prominent expression in the isthmus region of the brain [4], hence its name. ISM1 has been described as a target for WNT/β-catenin and NODAL signaling as well as for hematopoiesis in zebrafish development [23,24]. In mammals, using a microarray database, Valle-Rios reported the first pattern expression of ISM1 in adults, in both human and mouse tissues [5]. Contrasting with embryo, ISM1 is not expressed in the central nervous system and is strongly associated with barrier tissues, skin, mucosa, and selected lymphocyte populations. In that study, the whole kidney expression was very low. Under physiological conditions, we demonstrated that ISM1 was expressed at the mRNA and protein level in adult rodents and humans. This expression is compartmentalized and specific for podocytes, as indicated by two complementary approaches, electron microscopy and colocalization immunocytochemistry using nephrin as a podocyte marker.

Very little is known about ISM1 and its eventual physiological role. ISM1 has two identified receptors: GRP78, a protein usually activated during endoplasmic reticulum stress [12,25], and integrin αvβ5, which promotes extracellular matrix stabilization and peritubular capillary permeability [13,14]. In our study, both receptors were present in rat glomeruli under normal conditions and ISM1 co-localized with GRP78, and partially with the β5 subunit of αvβ5 integrin (Figure S1B). A previous study reported that immobilized ISM1 can act as a pro-survival factor in cultured endothelial cells by promoting cell adhesion and migration [26]. However, in our study, ISM1 did not appear to be significantly expressed in glomerular endothelial cells.

In our transcriptomic study of the L-NAME model, we observed a strong variability of ISM1 expression during progression of the disease. Thus, our results showed that ISM1 expression varied according to the degree of renal damage, and was confirmed by RT-qPCR analysis of isolated glomeruli. To ensure that this association was not a peculiarity of the L-NAME model, we checked the expression of ISM1 in four additional renal disease models: doxorubicin-induced nephropathy and diabetes, PAN, and LPS. In all these models, ISM1 was overexpressed related with proteinuria and in some cases was associated with the expression of its receptors. In this sense, a previous study reported increased expression of GRP78 in podocytes after PAN treatment [10]. The fact that this expression is specifically localized in podocytes suggests that the interaction of ISM1 with its receptor could promote cell damage.

Alteration of the cytoskeleton is a common feature of podocytopathies and constitutes a classic readout for their study [20,27]. Our experiments with cultured podocytes revealed that weak ISM1 stimuli did not apparently affect the structure of the cytoskeleton. On the contrary, at high doses and prolonged incubations, ISM1 promoted the progressive loss of the fibrillar pattern of F-actin which ultimately was accumulated at the subcortical level (Figure 5a). Similarly, synaptopodine (SYNPO), an actin-associated protein, significantly lost its fibrillar distribution. This effect may be due to the dephosphorylation of SYNPO by a calcineurin-dependent mechanism and its subsequent degradation [28]. However, in our model, the inhibition of calcineurin by FK506 did not prevent this effect (not shown), so this mechanism seems to be ruled out. Alternatively, it is possible that the cytoskeleton collapses in some other way, as occurs, for example, during the execution of apoptosis [29].

Indeed, we found that ISM1 significantly decreased podocyte viability in a dose-time dependent manner (Figure 5b). At low doses, ISM1 caused impairment of podocyte viability that was abrogated by Q-VD-oph, a pan caspase inhibitor, suggesting the involvement of a caspase-dependent apoptosis process. However, upon strong ISM1 stimulation, Q-VD-oph only partially inhibited lethality in podocytes, suggesting the additional presence of a caspase-independent form of death (Figure 5c). These results were supported by the TUNEL assays, as well as by observing the disappearance of the zymogen forms of procaspase-8 and procaspase-3, suggesting their activation by cleavage. Other studies reported a proapoptotic effect of ISM1 but on endothelial cells (EC) [7,26]. In these studies, it was shown that ISM1 induced EC apoptosis through a caspase-dependent pathway, since selective inhibitors of caspase-3 and -8 prevented this effect. They also showed that activation of caspase-3 and -8 by ISM1 was dependent on its binding to αvβ5 integrin. In contrast to our study, no involvement of caspase-independent activity was shown.

Classically, two main apoptotic pathways have been described: (i) the extrinsic or death receptor pathway and (ii) the intrinsic or mitochondrial pathway. The mitochondrial membrane potential (ΔΨm) is a key indicator of mitochondrial activity, as it reflects the process of electron transport and oxidative phosphorylation, essential for ATP production [28]. The drop of ΔΨm is considered an early event in the apoptotic cascade, as it occurs before nuclear degradation. In our study we showed that ISM1 triggers the drop of ΔΨm, suggesting mitochondrial apoptosis. This event is consistent with previous studies performed on endothelial cells where the cell death was mediated via mitochondria through GRP78. The authors described two different pathways: (i) activation of p53, synthesis of proapoptotic proteins (e.g., BH3-only proteins) and subsequent mitochondrial damage or, (ii) through an endosomal pathway in which ISM1, transported by SNAP25, could directly destabilize mitochondria [21]. In our experimental setting we did not observe activation of p53 (not shown), so we are tempted to privilege a direct interaction of ISM1 with mitochondria via endosomes.

The outer mitochondrial membrane permeabilization is frequently associated with a drop of ΔΨm. Depending on the system, this phenomenon causes the release of proapoptotic proteins from the intermembrane space of the mitochondria. The two main proapoptotic components of this compartment are the cytochrome c and AIF (apoptosis inducing factor) [30]. In our study we showed that ISM1 induced the translocation of AIF from the mitochondria to the cytosol and the nucleus, contrary to cytochrome c whose distribution remained apparently unchanged. AIF is a mitochondrial oxidoreductase with a dual role in cell life/death [31]. Under normal conditions, AIF exhibited a punctate distribution in control podocytes, typically associated with its physiological confinement in mitochondria After ISM1 treatment, AIF adopted a more diffuse cytosolic profile, as well as a nuclear translocation (Figure 6f, arrows) suggesting a caspase independent apoptosis [31]. In contrast, under the same conditions, we did not observe a similar pattern for the cytochrome c. Like AIF, cytochrome c acts as an apoptotic protein, but in a caspase-dependent manner through activation of caspase-9 [32]. This different release of mitochondrial proapoptotic proteins has already been reported [33], but not very well explained. In conclusion, ISM1 acts on podocytes by activating two different death pathways (caspase-dependent and caspase-independent) that seem to act in concert.

In a more speculative basis, we analyzed in silico the role of ISM1 in our L-NAME model of glomerulopathy progression-recovery. 

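In whole kidney, mitochondrial and peroxisomal genes were below CTL at the peak of the disease, as were markers of the proximal tubule. At W0 14 of 67 respiratory chain genes fell (31 over the list alone, 66 of 67 negative, median -0.31, camera adjusted p = 5.47e-16, adjusted p = 0.256 with an estimated correlation), including the complex I subunits Ndufv3 (-0.81), Ndufb10 (-0.54) and Ndufb11 (-0.43). Of 58 peroxisomal genes 14 fell (3 higher and 15 lower over the list alone, median -0.20, camera adjusted p = 4.2e-07, adjusted p = 0.23 with an estimated correlation), with the racemase Amacr at -1.41, the coenzyme hydrolase Nudt12 at -1.16 and the membrane channel Pxmp2 at -1.06. Among 30 genes of mitochondrial fatty acid oxidation 12 fell and 1 rose (median -0.24, camera adjusted p = 6.17e-05, adjusted p = 0.354 with an estimated correlation), among them the hydratase Echs1 (-0.94) and Acsm5, which activates medium-chain fatty acids (-1.01). Of 68 mitochondrial ribosome genes 5 fell (median -0.28, camera adjusted p = 1.97e-08, adjusted p = 0.42 with an estimated correlation), for instance Mrps33 (-0.83) and Mrpl30 (-0.54).

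At W1 these lists were below CTL as well, with Ndufv3 the single gene of the 4 lists that passed. Ndufv3 of the respiratory chain was low (-0.47, limma adjusted p = 0.0268), and the list had a median of -0.12 (57 of 67 negative, camera adjusted p = 7.77e-06, adjusted p = 0.48 with an estimated correlation). This median was -0.07 without CTL replicate 3 and -0.04 without W1 replicate 2. Compared with W0 the respiratory chain was higher at W1 (66 of 67 positive, median 0.22, camera adjusted p = 1.37e-10, adjusted p = 0.613 with an estimated correlation). Peroxisomal genes had a median of -0.21 (camera adjusted p = 1.14e-08, adjusted p = 0.193 with an estimated correlation) and fatty acid oxidation genes -0.25 (7 lower over the list alone, camera adjusted p = 2.37e-08, adjusted p = 0.239 with an estimated correlation). The mitochondrial ribosome was at -0.13 (camera adjusted p = 1.75e-05, adjusted p = 0.48 with an estimated correlation; median -0.20 without W1 replicate 1). Acadsb, a dehydrogenase of branched short chains, was at -0.73 (adjusted p = 0.0658) and Hacl1, which shortens fatty acids in peroxisomes, at -0.74 (adjusted p = 0.0695). The 22 proximal tubule markers had a median of -0.30 at W1 (camera adjusted p = 0.000165, adjusted p = 0.393 with an estimated correlation), so a smaller share of these cells is not separated from lower expression within them.

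At W5 Amacr was 1.15 higher than at W0, Hao2, an oxidase of hydroxy acids, 0.72, Nudt12 0.80 and Echs1 0.73. From W0 to W5 7 of the 58 peroxisomal genes rose and 1 fell (14 and 3 over the list alone, median 0.10, camera adjusted p = 0.000939, adjusted p = 0.515 with an estimated correlation). Their median was 0.15 without W5 replicate 1, and 0.03 with the call lost (adjusted p = 0.0763) without W5 replicate 3. The respiratory chain was also higher at W5 than at W0 (2 genes higher, median 0.18, camera adjusted p = 2.96e-08, adjusted p = 0.515 with an estimated correlation; median 0.12 without W5 replicate 3). Fatty acid oxidation (5 higher and 1 lower, median 0.02, camera adjusted p = 0.21) and the mitochondrial ribosome (median 0.03, camera adjusted p = 0.502) were not called between W0 and W5.

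Against CTL the medians at W5 were -0.27 for the mitochondrial ribosome (63 of 68 negative, camera adjusted p = 2.65e-14), -0.14 for the respiratory chain (62 negative, adjusted p = 4.45e-07), -0.21 for fatty acid oxidation (adjusted p = 1.12e-06) and -0.15 for peroxisomes (adjusted p = 0.000675). Each of these 4 lists had adjusted p = 0.588 with an estimated correlation. Without W5 replicate 1 the median was -0.08 for the respiratory chain, -0.09 for fatty acid oxidation and -0.06 for peroxisomes, whose call was lost (adjusted p = 0.134). It was -0.36 for fatty acid oxidation and -0.22 for peroxisomes without W5 replicate 3. Proximal tubule markers had a median of -0.20 at W5 (21 of 22 negative, camera adjusted p = 0.0038, adjusted p = 0.588 with an estimated correlation), -0.31 without W5 replicate 3 and -0.02 without W5 replicate 1, where the call was lost (adjusted p = 0.784).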

Interestingly, we observed a relevant role of the mitochondrial and peroxisomal compartments during the period of post-injury renal regeneration (Figure 7). This would be consistent with the mitochondrial destabilization described above. The so-called “peroxisome–mitochondria connection” involves close cooperation in the cellular metabolism of lipids and reactive oxygen species [34]. This functional interrelationship has obvious implications for disease development. Although this hypothesis is highly speculative, it provides interesting information on the involvement of these organelles in the development of chronic kidney disease, a hypothesis that remains to be confirmed and explored.

In the light of our findings, we need to underline that at the glomerular level, ISM1 would be produced and secreted by podocytes. Subsequently, it would exert a proapoptotic effect on the same podocytes but also on endothelial cells, according to other previous works. This suggests that ISM1 exerts a pro-apoptotic role through autocrine (podocytes) or paracrine (endothelial cells) regulation. As a final result, the destruction of the structures that integrate the glomerular filtration barrier is ensured, proteinuria appears, and disease occurs. Our proposed model is illustrated in Figure 8.

## 4. Materials and Methods

### 4.1. Reagents and Antibodies

Recombinant ISM1 (endotoxin free) was produced by myBiosource (MBS1208159) expressed in yeast and purified near to homogeneity. Antibodies for immunofluorescence: anti-ISM1 was provided from Thermo Fischer (PA5-24968, 1:100 dilution); anti-β5 from R&D systems (AF8035, 1:20 dilution); anti-GRP78 from Genetex (GTX102567, 1:20 dilution); anti Cytochrome c from BD Pharmingen (556432, 1:400 dilution); anti-AIF from Santa Cruz (sc-13116, 1:200 dilution). Antibodies for immunoblotting and immunoprecipitation: anti-ISM came from Biolegend (622201, 1:500 dilution); anti-AIF from Sigma (A7549, 1:100 dilution); anti-cytochrome c from BD Pharmingen (556433, 1:100 dilution); anti-synaptopodin (sc-21537), anti-caspase-8 (sc-5263, 1:200 dilution); anti-caspase-3 (sc-7272, 1:200 dilution); anti-GRP78 (sc-166490, 1:100 dilution) and anti-αvβ5 (sc-13588, 1:100 dilution) were provided by Santacruz.

### 4.2. Animal Models of Proteinuria

All animals were kept in an air-conditioned room with food and tap water ad libitum. All these studies were authorized by an Ethics Committee (#12215). All animal procedures were in accordance with the European Union Guidelines for the care and the use of laboratory animals and were approved by the local ethics committee (Comité National de Reflexion Ethique sur l’expérimentation Animale #05). 

#### 4.2.1. Hypertensive Nephropathy with FSGS Lesions (L-NAME Model)

L-NAME (N^G^-nitro-L-arginine methyl ester) is a competitive inhibitor of NO synthases, that induces high blood pressure, hypoxia, and renal fibrosis [17]. L-NAME (15 mg/kg per day) was administrated in drinking water to male Sprague–Dawley rats (250 g, Envigo. Gannat, France) as previously described [16]. We added NaCl (6 g/L) in the drinking water to accelerate the renal injury as previously detailed [18]. Weekly measurement of proteinuria allowed us to set a threshold of 1 g/mmol of urinary creatinine beyond which severe nephroangiosclerosis lesions were present (mortality rate ~20%) [19]. At this level of urinary protein excretion ratio (UPER), we discontinued L-NAME administration. Then we proceeded to monitor the renal repair at different times after interruption of L-NAME as previously reported [35]. Four groups of animals were studied:

- Group W0, sacrificed at the peak of renal damage (UPER > 1 g/mmol) (*n* = 6).
- Group W1, animals with UPER >1 g/mmol were sacrificed one week after the interruption of L-NAME (*n* = 5).
- Group W5, animals with UPER >1 g/mmol were sacrificed 5 weeks after the interruption of L-NAME (*n* = 4).
- -CTL group, which did not receive L-NAME and was sacrificed alongside other groups to obtain animals of the same age (*n* = 4).

#### 4.2.2. Puromycin Model

Sprague–Dawley rats were purchased from Envigo (Gannat, France). Puromycine aminonucleoside (PAN) was obtained from Santa Cruz Biotechnology (Dallas, TX, USA). Rats were divided into two groups: PAN-treated and a control group of non-treated rats. Then, eleven 120–150 g male rats from 7 to 8 weeks old were injected subcutaneously with a daily dose of PAN (120 mg/kg) for 10 days. The control untreated group included 7 rats injected with the same volume of saline (0.9% NaCl). Ten days after the last injection, animals were sacrificed and urine, blood, and kidney tissues collected.

#### 4.2.3. Doxorubicin Model

Twelve Sprague–Dawley rats received a single penis-vein injection of a solution of 6 mg/kg doxorubicin (DOXO). As control group, 9 rats received a single injection of saline into the penis-vein. The rats were placed in metabolic cages for urine collection weekly and 30 days after the treatment the rats were sacrificed and urine, blood, and kidney tissues collected for analysis. 

#### 4.2.4. Diabetic Nephropathy Model

This model is used to analyze the role of hyperinsulinemia and obesity in the pathogenesis of non-insulin-dependent diabetes and diabetic nephropathy. C57BL/6J/ob/ob mice were purchased from Jackson Laboratories (Bar Harbor, ME) and maintained in a specific pathogen-free facility with a 12-h light cycle and free access to standard diet and water. Wild type C57BL/6 (*n* = 5) mice were used as control. Mice were killed at 18 weeks of age (*n*= 4), and urine, blood, and kidney tissues were collected. 

#### 4.2.5. Lipopolysaccharide (LPS) Model

Female wild-type BALB/c mice (8–10 weeks old) were purchased from Charles River Laboratories (Lyon, France), subsequently housed and given free access to food and water. After two weeks, 8 mice were injected with LPS i.p. (10 µg/g of weight; Sigma Aldrich, St. Louis, MI, USA). A control group of 5 mice received an equal volume of saline (i.p.). Blood, urine, and kidney tissues were collected 24 h after LPS or saline treatment. For all these models, blood and urines samples were immediately spun for 10 min at 4000 rpm and frozen at −80 °C. The subsequent biochemical measurements (albuminuria, creatininuria) were realized on the Architect system (Abbott Biagnostic) by the Department of Biochimie–Hormonologie, Tenon Hospital (Paris, France).

### 4.3. DNA Microarrays Analysis

The hybridization protocol and the computer analysis were carried out in collaboration with the genomics platform of the Cochin Institute (Genom’IC). One quarter of each animal’s kidney was thawed and ground, and the RNA was extracted using Trizol (Invitrogen, Camarillo, CA, USA). The quantity, purity, and quality of the RNAs were verified using Nanodrop (Thermo Fisher Scientific, Waltham, MA., USA) and a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

The RNAs of interest were diluted to a concentration of 100 ng/μL before starting the synthesis of the first strands of cDNA. The cDNAs were synthesized using a NuGEN kit (San Carlos, CA, USA), the second cDNA strands from the previous ones; the double-stranded cDNA thus obtained was purified by the magnetic method. Linear amplification (SPIA technology) of these double-stranded DNAs was then performed to obtain a sufficient amount of hybridization material on the chips while maintaining the respective proportions of each RNA of the original sample. After purification, the amplified cDNAs were enzymatically fragmented and associated with a fluorescent label. Finally, the samples were denatured at 99 °C and hybridized on the chip (Affymetrix, Santa Clara, CA, USA) for 17 h at 45 °C. At the end of the hybridization, the chips were washed and placed in a high-resolution scanner in order to obtain the expression values corresponding to each probe. The fluorescence values obtained for each of the probes were normalized using the RMA algorithm (Robust Microarray Analysis) [36]. This approach allows reduction of differences in hybridization between the chips and to facilitate the identification of true differences of expression. The list of transcripts differentially expressed in the three groups compared to the control group was then imported in the software IPA (Ingenuity Systems) for subsequent pathway analysis. The raw data were deposited in the gene expression omnibus (GEO) database of NCBI with the accession number GSE151690.

### 4.4. Immunohistochemistry Analysis 

Kidneys collected from animals were snap-frozen in liquid nitrogen and fixed in acetone. For tissue staining, frozen cryostat sections (4 μm) were treated by BSA 3% in PBS over 30 min, incubated with ISM-1 antibody, and detected by secondary antibodies purchased from Nichirei-Histofine Simple Stain rabbit MAX PO (Tokyo, Japan). Revelation was achieved with 3-amino-9-ethylcarbazole AEC (Dako, Carpinteria, CA, USA). For examination in fluorescent conditions, Alexa Flour Plus secondary antibodies were used (ThermoFisher, Illkirch-Graffenstaden, France). 

For transmission electron microscopy (TEM) analysis, kidneys were cut into small pieces and immersed in 2.5% glutaraldehyde containing 1% tannic acid in 0.1 M PBS for 2 h at 4 °C. Samples were post fixed with 1% OsO4, dehydrated and embedded in epoxy resin. Ultrathin sections were stained with uranyl acetate and lead citrate and then examined under a Philips CM10 electron microscope. Ultrathin frozen sections were processed for indirect immunogold labeling, as described [37].

### 4.5. Isolation of Glomeruli and qPCR Analysis

Decapsulated glomeruli were isolated as described previously [38]. Briefly, freshly isolated renal cortex was mixed and digested by collagenase I (2 mg/mL; Gibco, Billings, MT, USA) in RPMI 1640 (Life Technologies, Carlsbad, CA, USA) for 2 min at 37 °C, then collagenase I was inactivated with RPMI 1640 + 10% FCS (Abcys, Paris, France). Tissues were then passed through a 100-µm cell strainer and 40-μm cell strainer for rat tissues and through 70-μm cell strainer and 40-μm cell strainer (BD falcon) for mouse’s tissues in PBS (Life Technologies) + 0.5% BSA (Euromedex, Souffelweyersheim, France). Glomeruli, adhering to the 40-μm cell strainer, were taken from the cell strainer with PBS + 0.5% BSA injected under pressure, then washed twice in PBS. Isolated glomeruli were then resuspended in RLT extraction buffer (Qiagen, Venlo, The Netherlands) and frozen at −80 °C until total RNA extraction. The glomerular mRNA was extracted by using the EZ-10 Spin Column Total RNA Kit (BD Life Science) according to the manufacturer’s instructions. RNA concentration was measured by using the NanoDrop1000 spectrophotometer (Thermo Fischer Scientific Biosciences, Germany). RNA were reverse transcribed using the Maxima First Strand cDNA Synthesis Kit (Thermo Fischer Scientific Biosciences, Germany) and PCR was performed using SYBR green (Roche Diagnostics, Meylan, France) and specific primers (Table S1) purchased from Euronfins Scientific (Paris, France) on a Light Cycler 480 (Roche Diagnostics, Meylan, France). Expression levels were normalized to the house keeping gene, HPRT (hypoxanthine-guanine phosphoribosyl transferase) or GusB (beta-glucuronidase) using the Light Cycler^®^ advanced relative quantification program (Roche). 

### 4.6. Podocytes Cell Culture

Conditionally immortalized transgenic human podocytes enabled via a thermosensitive variant of SV-40 were provided by Dr. Moin Saleem [39]. Briefly, podocytes were cultured in RPMI-1640 with ITS (insulin (10 μg/mL), transferrin (5.5 μg/mL), selenium (5 ng/mL Na selenite)), heat-inactivated fetal bovine serum (10 % *v*/*v*), 100 U/mL penicillin, and 0.1 mg/mL streptomycin (Invitrogen, Carlsbad, CA, USA) at 33 °C under a humidified atmosphere of 95 % air and 5% CO_2_ with change of the medium every 2 days. Under these conditions of culture, podocytes exhibit a proliferative phenotype (permissive conditions). Podocytes at 50–60% of confluence were thermo-switched from 33 °C to 37 °C for differentiation under non-permissive conditions (same medium without ITS) for 14 days. Differentiated podocytes were used in all experiments.

### 4.7. Cell Viability and TUNEL Assay

The viability of cultured podocytes was assessed using the MTT assay. The tetrazolium salt 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide (MTT) assay was purchased from Sigma-Aldrich (M5655). Cells were cultured in 96-well plates (20,000 cells/well) and incubated in 200 μL of non-permissive medium (37 °C) in different conditions (ISM1, inhibitors). After incubation, MTT was added to the medium (10 μg/mL), and the plates incubated at 37 °C for 2 h and the MTT solution removed. The MTT-formazan produced was solubilized with dimethyl sulfoxide (DMSO) and measured at 590 nm in a microplate reader (Thermo Fisher).

Apoptosis was measured using a TUNEL assay kit obtained (from Abcam, San Francisco, CA, USA). Podocytes were fixed for 15 min using 1% paraformaldehyde and after fixation, the cells were rinsed with PBS, treated with 70% ethanol, and incubated for 30 min on ice. After incubation, the cells were washed with the provided buffer and 50 µL of DNA labeling solution was added to the cells, for 1 h at 37 °C. The cells were then washed with buffer and re-suspended in DAPI solution for 5 min and incubated in the dark. The cells were then observed under a Leica DM-RXA23D microscope (Wetzlar, Germany).

### 4.8. Immunofluorescence 

Podocytes were seeded onto uncoated coverslips (Marienfeld GmbH, Germany) and incubated with recombinant ISM1 under different conditions. After washing in PBS, cells were fixed in paraformaldehyde (3%) for 15 min, washed with PBS, and incubated for 5 min in 100 mM NH4Cl in PBS. Cells were permeabilized with 0.1% saponin, saturated with fetal bovine serum 3% in PBS and incubated for 1 h with primary antibody. After washing, cells were incubated with an appropriated secondary antibody conjugated with Alexa Fluor 594 or 488, (Invitrogen, Waltham, MA, USA). Cells were mounted in Mowiol medium and fluorescence observed in a Leica DM-RXA23D microscope (Wetzlar, Germany). 

### 4.9. Fluorimetric Determination of Mitochondrial Membrane Potential (ΔΨm)

The measurement of the mitochondrial membrane potential (ΔΨm) was assessed by using the lipophilic cationic dye JC-1 (5,5,6,6′-tetrachloro-1,1′,3,3′-tetra-ethylbenzimidazolocarbo-cyanine iodide; Sigma) which is accumulated within the mitochondria. When excited at 490 nm, monomers of JC-1 fluoresce at 530 nm. Higher concentrations of JC-1 form aggregates which emit maximally at 590 nm. Consequently, cells with high ΔΨm fluoresce orange, while cells with low ΔΨm fluoresce green. Loss of ΔΨm is considered as a marker of the onset of apoptosis. Podocytes were seeded into 96-well plates or coverslips at a density of 20000 cells/well in different conditions. Then JC-1 (20 µM) was added to growth medium and incubated 30 min at 37 °C. The fluorescence in each well was measured in a fluoroskan^®^ (Thermo Fisher) microplate fluorometer (excitation, 490 nm; emission, 530 nm for JC-1 monomer and 590 nm for JC-1 aggregates). The mitochondrial membrane potential (ΔΨm) from each group was calculated as the fluorescence ratio of red to green and expressed as a percentage of the control.

### 4.10. Western Blotting and Immunoprecipitation Assays

Cultured podocytes were lysed in RIPA buffer (Thermo Fisher), containing a protease inhibitor cocktail (Thermo Fisher). Equal amounts of protein (25–50 μg), were separated by SDS-PAGE, transferred onto a PVDF membrane, and blocked (3% BSA in TBS-Tween). Membranes were subsequently probed with the indicated primary antibodies. Appropriate HRP-conjugated secondary antibodies were used, and the signal was detected with an Immobilon Western kit (Millipore, Molsheim, France). Densitometric analysis of visualized bands was performed using Image J software.

For immunoprecipitation experiments, podocytes were lysed in IP lysis buffer (Thermo Fisher). Equal amounts of protein were immunoprecipitated with saturated amounts of anti-GRP78 or anti-αvβ5 antibodies overnight at 4 °C, followed by incubation with 20 µL of protein G-Sepharose beads for 1 h at 4 °C. The beads were then washed, boiled, and the supernatants were used to immunoblot using an anti-ISM antibody. All blots were performed in three independent experiments.

### 4.11. Statistical Analysis

All in vitro experiments were repeated at least 3 times. Values are expressed as the mean ± SEM. Student’s *t* test was used to observe differences between two groups. ANOVA test following by t test was used when more than two groups were present. All statistical analyses were performed using GraphPad Prism 5.0. Differences were considered statistically significant when the *p* value was <0.05.

### 4.12. In Silico Analysis of ISM1-Related Pathways of the L-NAME Model

Transcriptome analysis was performed in R software environment 4.1.0. Expression heatmaps were drawn with pheatmap R-package version 1.0.12. Alluvial plots were drawn with ggalluvial P-package version 0.12.3. ISM1 supervised expression profile was determined with the Pavlidis Template Matching algorithm [40] during the time course experiment of the GEO dataset GSE151609. Functional enrichment was performed with with Toopgene web suite application [41]. Functional enrichment networks were drawn with Cytoscape standalone application version 3.6.0 [42]. Text mining related gene-function associations were performed with GeneValorization [43] application on NCBI database.

## 5. Conclusions

In the present work, we describe for the first time to our knowledge a pathophysiological role of ISM1 in the kidney. This interest in ISM1 emerged because of the variability of its expression according to disease progression. This provided a first indication that ISM1 was associated with renal dysfunction. Furthermore, our results showed that ISM1 was overexpressed in five different models of glomerular disease. This abnormal expression occurs specifically in podocytes where it produces apoptosis and glomerular damage.

## Figures and Tables

**Figure 1:**
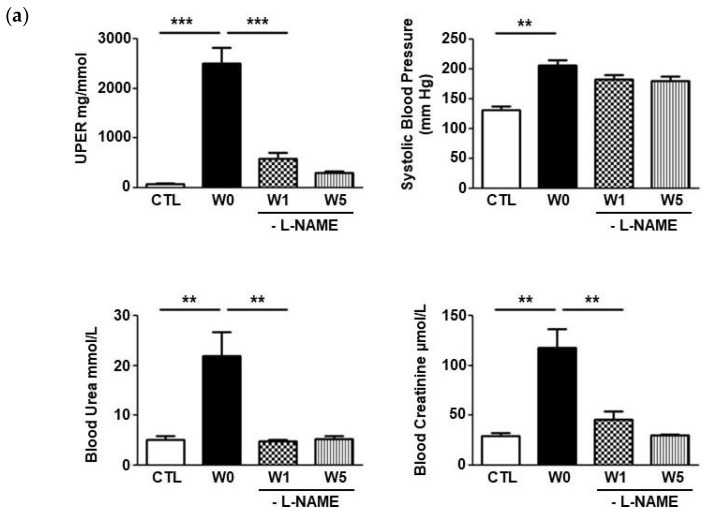

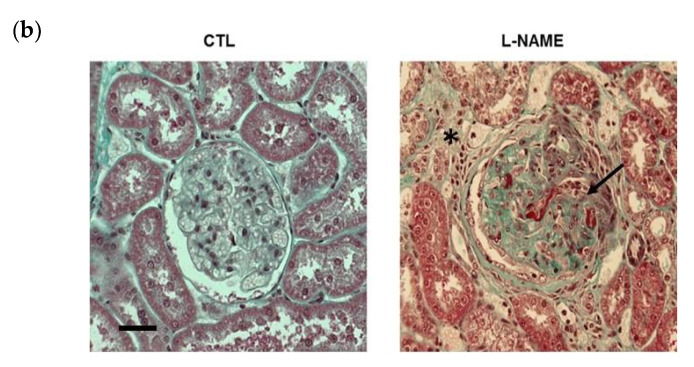
**L-NAME impaired the renal function in rats and induced renal injuries.** (**a**) *Blood pressure and renal function in L-NAME rat model*. Parameters studied included UPER, uremia and creatinemia in CTL, W0, W1, and W5 groups. At the peak of the disease (W0), the rats developed an elevated UPER accompanied by high systolic blood pressure and high levels of urea and serum creatinine. After stopping L-NAME treatment (W1 and W5), renal function recovered to normal (*** *p* < 0.001 and ** *p* < 0.01). (**b**) *Histological evaluation of renal tissues.* Representative examples of renal samples stained with Masson’s trichrome stain in Control (CTL) and L-NAME-treated rats. Glomerulosclerosis (black arrow) and intertial fibrosis (asterix) on the right photo. Bar = 10 µm.

**Figure 2:**
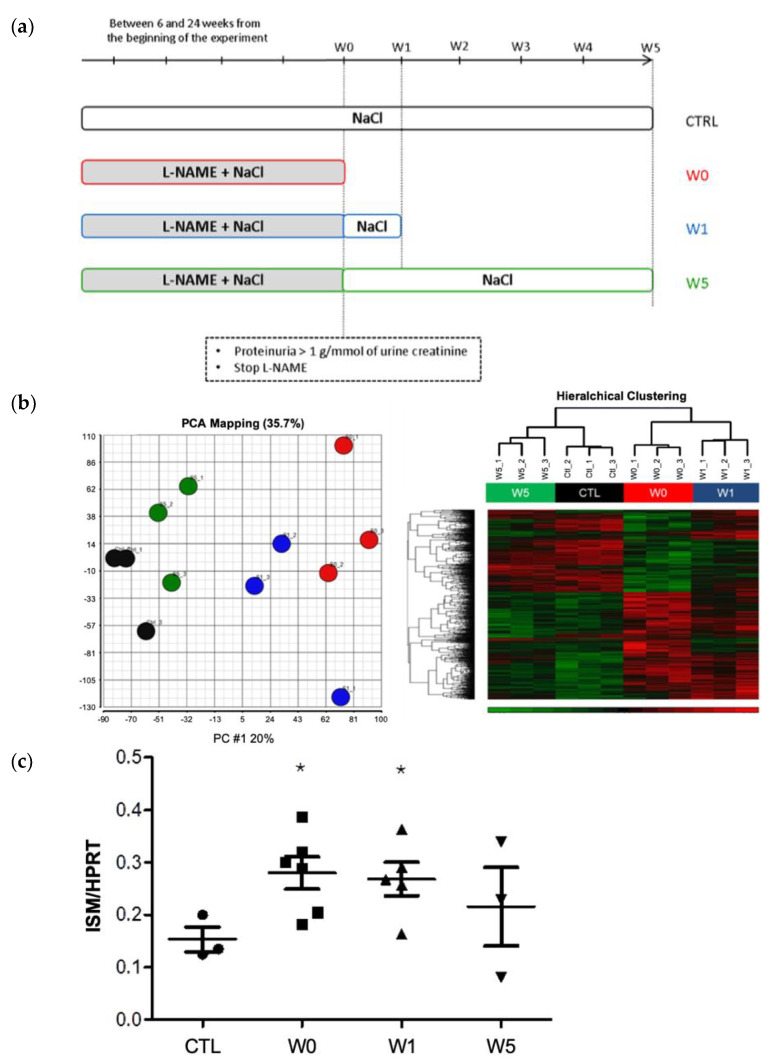
**ISM1 gene expression in L-NAME model.** (**a**) Experimental protocol of L-NAME model. When urinary protein excretion ratio was over 1 g/mmol of creatinine, after 6 to 24 weeks, NG-nitro-L-arginine methyl ester (L-NAME) was removed. (**b**) *Left panel.* Segregation of transcriptomic data of each animal by principal component analysis: Each animal is represented by a circle in the corresponding group (CTL in black, W0 in red, W1 in blue, and W5 in green). *Right panel.* Hierarchical grouping of transcriptomic data from each animal: Each line corresponds to a gene and each column to an animal. The red color indicates an overexpression and the green color an under expression. This representation clearly shows a variation of gene expression from one group to another. (**c**) ISM1 is overexpressed in glomeruli of the L-NAME rat model. mRNA expression of ISM1 from kidney of CTL rats, L-NAME treated rats (W0), 1 week L-NAME removal rats (W1), and 5 weeks L-NAME removal rats (W5). mRNA of ISM1 is significantly overexpressed in the kidney of W0 and W1 L-NAME rats (* *p* < 0.05 vs control group).

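After L-NAME was stopped fewer genes differed from CTL than at W0. In W1 kidneys matrix genes were above CTL. Macrophage and cell cycle genes were so too, but these lists lost their call with an estimated correlation (adjusted p = 0.0934 and 0.151). Against CTL 548 genes changed, 405 higher and 143 lower (73.9% higher). With the arrays centred on their medians 289 were higher and 239 lower (54.7% higher). The count was 188 without CTL replicate 1, 231 without CTL replicate 2, 309 without CTL replicate 3, 249 without W1 replicate 1 and 165 without W1 replicate 2. Among the 35 matrix genes 21 rose (28 over the list alone, median 0.79), including the fibrillar collagens Col1a1 (1.31) and Col3a1 (1.80). The matrix list was called by camera (adjusted p = 4.31e-30), also with an estimated correlation (adjusted p = 0.0186). Of 34 cell cycle genes 16 rose (22 higher and 2 lower over the list alone, median 0.67, camera adjusted p = 3.87e-15, adjusted p = 0.151 with an estimated correlation), such as the proliferation marker Mki67 (1.37) and the replication helicase Mcm6 (1.11). Macrophage markers rose in 11 of 18 cases (16 over the list alone, median 0.85, camera adjusted p = 4.3e-15, adjusted p = 0.0934 with an estimated correlation), with the lysosomal marker Cd68 at 1.32. Of the tubular injury genes 10 were higher than in CTL (median 0.50, camera adjusted p = 6.51e-13, adjusted p = 0.0825 with an estimated correlation), and of the complement and coagulation genes 8 (median 0.35, camera adjusted p = 2.96e-08, adjusted p = 0.0655 with an estimated correlation).

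The largest rises at W1 were those of Havcr1 (3.54, limma adjusted p = 8.43e-06), Spp1 (2.45, adjusted p = 2.85e-05), Gpnmb (2.41, adjusted p = 0.000286), Clu (2.27, adjusted p = 4.8e-05) and Adamts1 (2.23, adjusted p = 4.4e-05). Ces1e fell by 2.21 (adjusted p = 0.00179). Anxa13, an annexin of epithelial cells, fell by 2.47 (adjusted p = 0.0155), and its adjusted p was 0.0505 without CTL replicate 2, 0.0523 without CTL replicate 3 and 0.0735 without W1 replicate 2. Slc7a12 fell by 2.43 (adjusted p = 0.0159; 0.0685 without CTL replicate 1, 0.0525 without CTL replicate 2, 0.0785 without W1 replicate 2). Cyp2c11, a male-specific cytochrome P450, fell by 2.33 (adjusted p = 0.0295; 0.115, 0.0936 and 0.0556 without CTL replicates 1, 2 and 3, and 0.114, 0.102 and 0.0529 without W1 replicates 1, 2 and 3). Cacng5 fell by 2.09 (adjusted p = 0.0332; 0.11, 0.0918 and 0.0821 without CTL replicates 1, 2 and 3, 0.145 without W1 replicate 2 and 0.0628 without W1 replicate 3). Of the genes changed at W0, 400 had also changed in the same direction at W1 (277 higher, 123 lower). Independent lists of these sizes would share 20.2 higher and 6.31 lower genes, a value that leaves out the shared CTL arrays. Data simulated with these shared arrays and no effect gave a mean of 0 by limma over 20 simulations, a value that leaves out the real effects. The overlap was 146 without CTL replicate 1, 183 without CTL replicate 2 and 230 without CTL replicate 3. Because the same 3 CTL arrays serve in these 2 comparisons, part of the excess may come from them.

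At W5 limma called no single gene against CTL. It passed 0 genes (1333 at an unadjusted p under 0.05), and the methods' t-test gave 1312 before and 0 after Benjamini-Hochberg adjustment. The smallest p were those of Col1a1 (0.79, limma adjusted p = 0.065), Col3a1 (0.99, adjusted p = 0.0761), the mucin Muc4 (1.26, adjusted p = 0.0761), the receptor gene Vom2r59 (-0.69, adjusted p = 0.12) and the stress protein Niban1 (0.62, adjusted p = 0.444). Col1a1 passed with the 25% of genes of lowest level left out, and Col1a1, Col3a1 and Muc4 passed with an intensity trend and robust fit. Klk1c9, a kallikrein, passed without CTL replicate 2 (-2.46), and Rps26l1, a ribosomal protein, without W5 replicate 2 (-1.88). The levels of CTL and W5 did not overlap in 14.4% of genes, against 10% by chance. The matrix genes were nevertheless shifted as a list, 34 of 35 being higher and 13 over the list alone (median 0.34, camera adjusted p = 1.65e-19, adjusted p = 0.0727 with an estimated correlation).

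**Figure D4:**
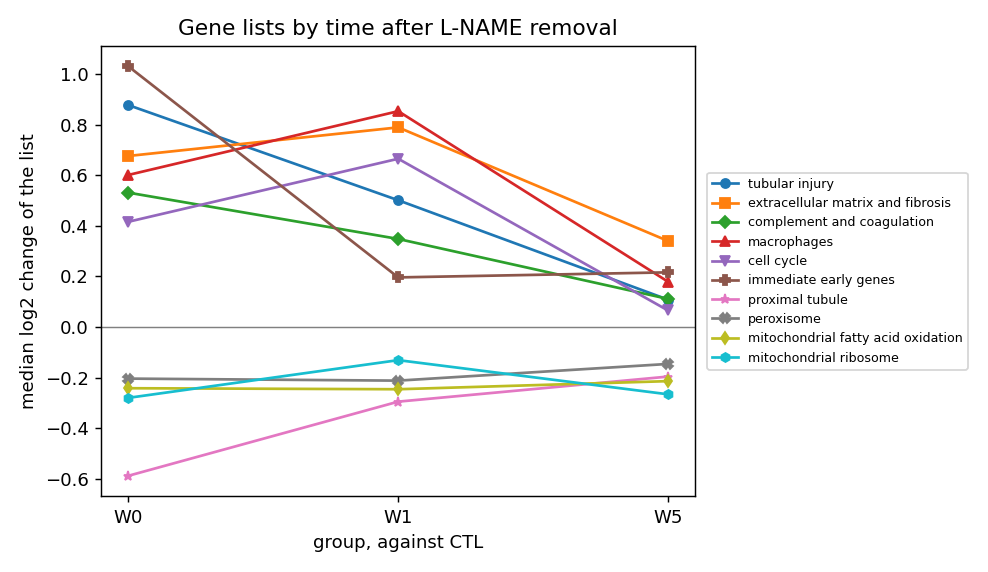
Median log2 change against CTL of 10 gene lists. Horizontal axis, W0, W1 and W5; vertical axis, median log2 change of the genes of the list (n = 3 rats per group). Tubular injury, matrix, macrophage and complement genes are above 0 at W0 and nearer to 0 at W5; mitochondrial ribosome genes stay below 0.

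The kidneys of the 3 L-NAME groups also differed from each other. Between W0 and W1 96 genes changed, 41 higher and 55 lower in W1 (42.7% higher, and 31.0% with the arrays centred on their medians, 35 and 78). The count was 169 without W0 replicate 3, 39 without W1 replicate 1, 57 without W1 replicate 2 and 22 without W1 replicate 3. The larger side turned without W0 replicate 1 (46 higher, 43 lower) and W0 replicate 3 (89 and 80). With each other array left out more genes were lower (6 and 33 without W1 replicate 1). Pdk4 fell by 2.58 (limma adjusted p = 1.49e-05), Fgb by 2.47 (adjusted p = 0.000124), Angptl4 by 2.46 and Igfbp1 by 2.44 (adjusted p = 0.000467). Alox15 fell by 2.46 (adjusted p = 0.0319; 0.0666 without W0 replicate 1, 0.0641 without W0 replicate 2, 0.083 without W1 replicate 2, 0.131 without W1 replicate 3). Nr1d1, a repressor of the circadian clock, rose by 1.24 (adjusted p = 0.00123) and the profilin Pfn3 by 1.19 (adjusted p = 0.00779). Dbp, a clock output factor, rose by 1.57 (adjusted p = 0.0285; 0.0707 and 0.0526 without W0 replicates 1 and 2, 0.0865, 0.0616 and 0.125 without W1 replicates 1, 2 and 3). Scd2, a fatty acid desaturase, rose by 1.5 (adjusted p = 0.0275; 0.0566 without W0 replicate 1, 0.101 without W1 replicate 1, 0.112 without W1 replicate 3). Klra2, a receptor of natural killer cells, rose by 1.31 (adjusted p = 0.0285; 0.0666 and 0.0582 without W0 replicates 1 and 2, 0.0726 and 0.0675 without W1 replicates 1 and 2).

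Between W0 and W5 916 genes changed, 341 higher and 575 lower in W5 (37.2% higher), and 407 without W5 replicate 2. The split was 473 and 541 (46.7% higher) with quantile normalization repeated and 392 and 537 (42.2%) with the arrays centred on their medians, so the imbalance depends in part on the scaling. Havcr1 fell by 4.64 (limma adjusted p = 2.31e-07), Fgb by 3.88 (adjusted p = 5.05e-07), Alox15 by 2.99 and Serpina3n by 3.47 (adjusted p = 0.0124; 0.0515 without W0 replicate 2, 0.0529 without W5 replicate 2). S100a8 fell by 3.14, with an adjusted p of 0.0893 and 0.0775 without W0 replicates 2 and 3 and 0.084 and 0.103 without W5 replicates 1 and 2. Rgn rose by 2.35 (adjusted p = 0.0023), Akr1c12l1 by 2.20 (adjusted p = 0.00776) and Slc7a13 by 2.19 (adjusted p = 0.00478). Slc7a12 rose by 2.27 (adjusted p = 0.0135; 0.0547 and 0.0683 without W5 replicates 1 and 2) and Prima1 by 2.01 (adjusted p = 0.0184; 0.0649 without W0 replicate 3, 0.0972 and 0.0727 without W5 replicates 2 and 3). Of the tubular injury genes 17 of 26 fell (median -0.87, camera adjusted p = 1.8e-19, adjusted p = 0.0474 with an estimated correlation), and of the complement and coagulation genes 6 of 21 (median -0.33, camera adjusted p = 1.85e-09, adjusted p = 0.0474 with an estimated correlation).

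From W1 to W5 52 genes changed, 48 of them lower (7.69% higher). Without W0 replicate 1 and W1 replicate 1, which lie apart on the second component, 16 were higher and 28 lower (36.4% higher). The count was 3 without W1 replicate 1 (Havcr1, Clu and the kinetochore gene Knl1), 10 without W1 replicate 2, and 8, 7 and 14 without W5 replicates 1, 2 and 3. Havcr1 fell by 3.01 (limma adjusted p = 6.98e-05) and Clu by 1.79 (adjusted p = 0.00275). Adamts1 fell by 1.58 (0.0526 without W1 replicate 1), Timp1 by 1.5 (adjusted p = 0.00488; 0.0545 without W1 replicate 1) and Rrm2, which makes deoxynucleotides for replication, by 2.02 (adjusted p = 0.0335; 0.146 and 0.13 without W1 replicates 1 and 2, 0.131, 0.191 and 0.0603 without W5 replicates 1, 2 and 3). Anxa13 rose by 2.50, with an adjusted p of 0.121, 0.178 and 0.0927 without W1 replicates 1, 2 and 3 and 0.154, 0.251 and 0.0704 without W5 replicates 1, 2 and 3. Ces1e rose by 1.63 (0.146, 0.147 and 0.0686 without W1 replicates 1, 2 and 3, 0.131, 0.187 and 0.0914 without W5 replicates 1, 2 and 3). Slc1a4, a transporter of neutral amino acids, rose by 1.11 (0.121 and 0.0513 without W1 replicates 1 and 3, 0.0824, 0.143 and 0.0664 without W5 replicates 1, 2 and 3) and the zinc transporter Slc39a8 by 0.87 (0.1 and 0.114 without W1 replicates 1 and 2, 0.0818, 0.143 and 0.0704 without W5 replicates 1, 2 and 3). As a list the 34 cell cycle genes had a median of -0.64 (3 lower, 24 over the list alone, camera adjusted p = 6.76e-17, adjusted p = 0.114 with an estimated correlation).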

**Figure 3:**
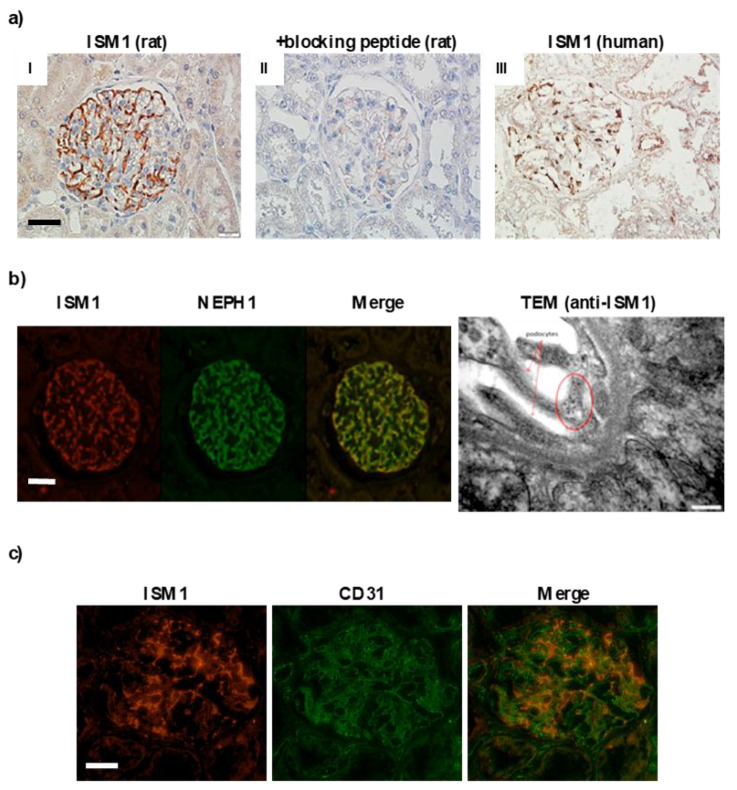
**Physiological expression of ISM1 in rodents and human kidneys.** (**a**) Glomerular expression of ISM1 in kidney from rats (**I**,**II**) and human (**III**). ISM1 is expressed exclusively in podocytes. (**b**) ISM1 expression is localized in podocytes. Immunofluorescence showing colocalization between ISM1 and nephrin. Immunogold electron microscopy: ISM1 is localized in the cytoplasm (circled in red) and in the foot process of podocytes (red arrow). (**c**) ISM1 colocalized poorly with the endothelial cell marker CD31. Bar = 10 µm and 400 nm for TEM.

**Figure 4:**
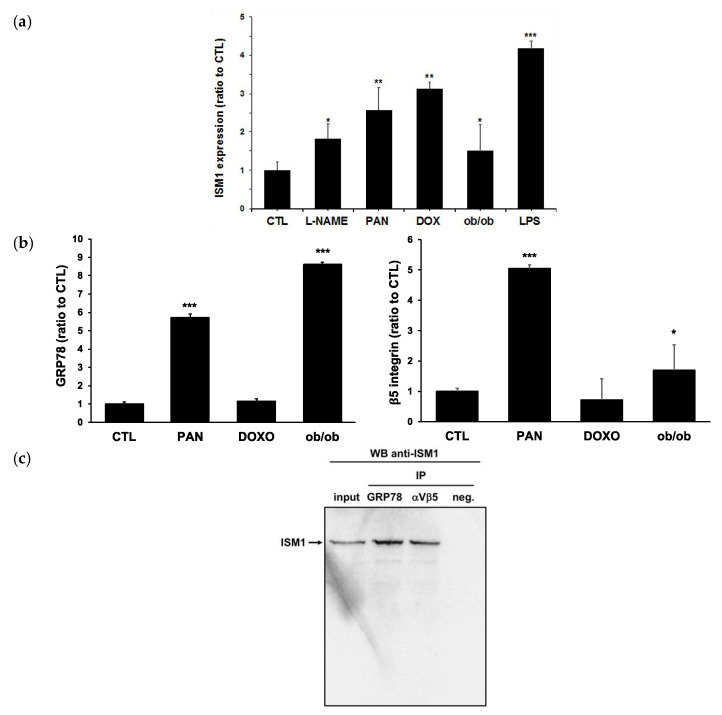
**Expression of ISM1 and its receptors in different models of glomerulopathies.** Estimation by RT-qPCR (*n* = 6): (**a**) ISM1 expression in different models of proteinuria (L-NAME (W0), doxorubicin, puromycin, obesity, and LPS. Values normalized to CTL; (**b**) Expression of GRP78 (left) and integrin-β5 (right) in doxorubicin, puromycin, and obesity models. *, *p* < 0.05 vs CTL **, *p* < 0.01 vs CTL ***, *p* < 0.001 vs CTL (**c**) Interaction between ISM1 and its GRP78 and integrin αvβ5 receptors in cultured podocytes. Immunoprecipitation (IP) of GRP78 and integrin αvβ5 using podocyte cells and then, Western blot of ISM1. Negative control with unspecific antibody. The ISM1 interacts with its receptors in podocytes, in basal conditions, (*n* = 2).

**Figure 5:**
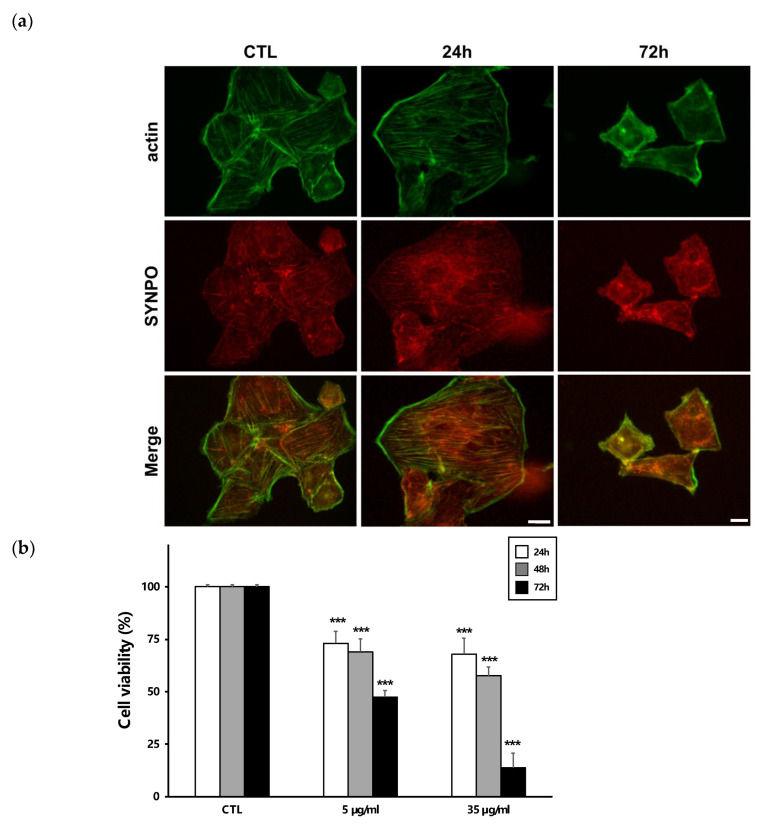

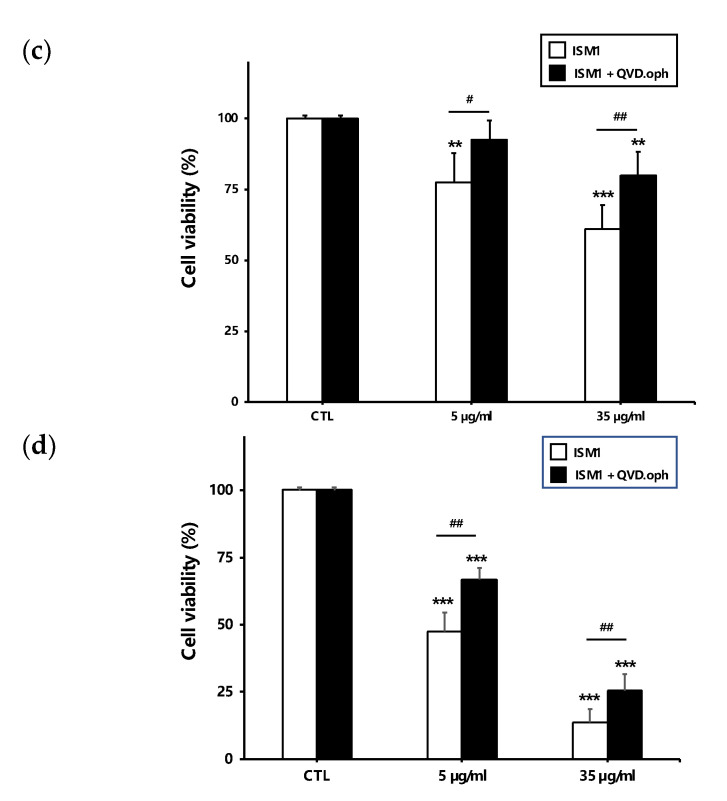
**Recombinant ISM1 decreased podocyte viability**. (**a**) Staining with phalloidin-FITC showed that the F-actin cytoskeleton was disorganized after strong stimuli with ISM1 in podocytes. Synaptopodin (SYNPO) lost its co-localization with actin upon addition of high concentrations of ISM1 to podocytes. (**b**) Podocytes were treated with recombinant ISM1 (5 and 35 µg/mL) for 24, 48, and 72 h. ISM1 significantly decreased the podocyte viability. ***, *p* < 0.001 vs CTL. (**c**,**d**) Podocytes were treated with ISM1 (5 and 35 µg/mL) for 24 and 72 h in the presence or absence of QVD-oph, a pan-caspase inhibitor. QVD-oph prevented ISM1-induced decrease in viability under mild conditions (5 µg/mL, 24 h) (**c**). At higher doses or longer incubations of ISM1, QVD-oph only partially inhibited podocyte mortality (**d**). **, *p* < 0.01 vs. CTL ***, *p* < 0.001 vs CTL; ##, *p* < 0.01 treated vs untreated QVD, #, *p* < 0.05 treated vs untreated QVD. Bars = 20 µm for CTR and 24h and 50 µm for 72h.

**Figure 6:**
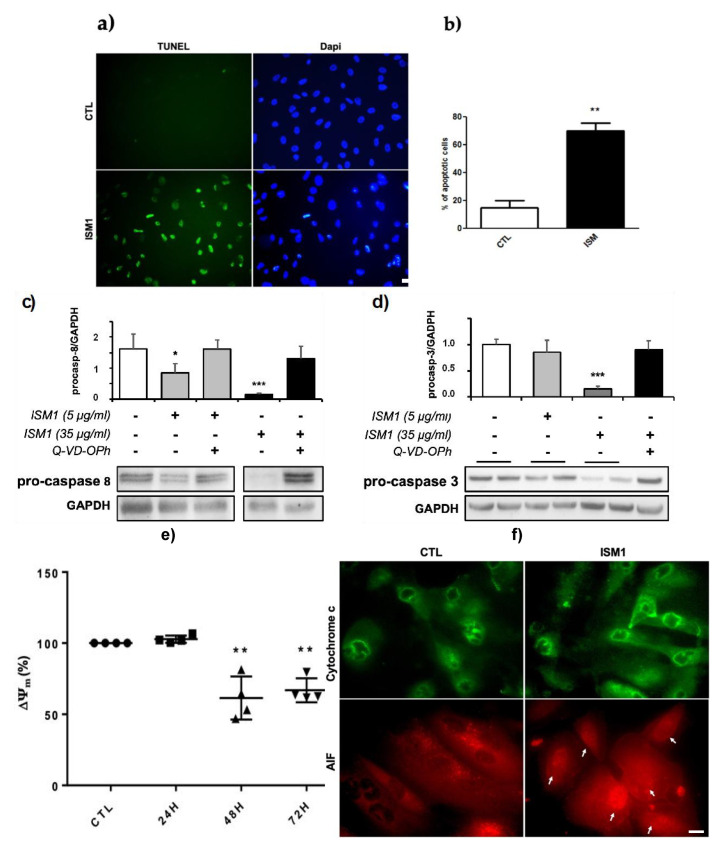
**ISM1 induces apoptosis in podocytes.** (**a**) Estimation of ISM1-induced apoptosis by TUNEL assay after un strong stimulus ISM1 (35 µg/mL) for 72 h. Cells were observed under fluorescence microscopy. (**b**) Apopotic cells were quantified. ISM1 induced an emergence of TUNEL positive cells corresponding to apoptotic cells (** *p* < 0.01 vs control group; *n* = 3). (**c**,**d**) Evidence of caspases activation. Representative immunoblots with quantitative data of densitometry are shown in (**c**) for caspase 8 and in (**d**) for caspase 3. ISM1induced the degradation of pro-caspases 8 and 3 (** *p*< 0.01; * *p* < 0.05 vs control group; *n* = 4 blots) this was inhibited by QVD-OPh. (**e**) ISM1 decreases the mitochondrial membrane potential of podocytes (ΔΨm). Podocytes were treated with ISM1 (35 µg/mL) and quantification of ΔΨm was assessed by the JC-1 probe. ISM1 decreased significantly the ΔΨm of podocytes from 48 h to 72 h (*** *p* < 0.01; ** *p* < 0.01 vs control group). (**f**) AIF was released from mitochondria to the cytosol and the nucleus after ISM1 treatment (arrows). In contrast, cytochrome c remained confined in mitochondria after ISM1 treatment. Bars = 50 µm for (**a**) and 20 µm for (**f**).

**Figure 7:**
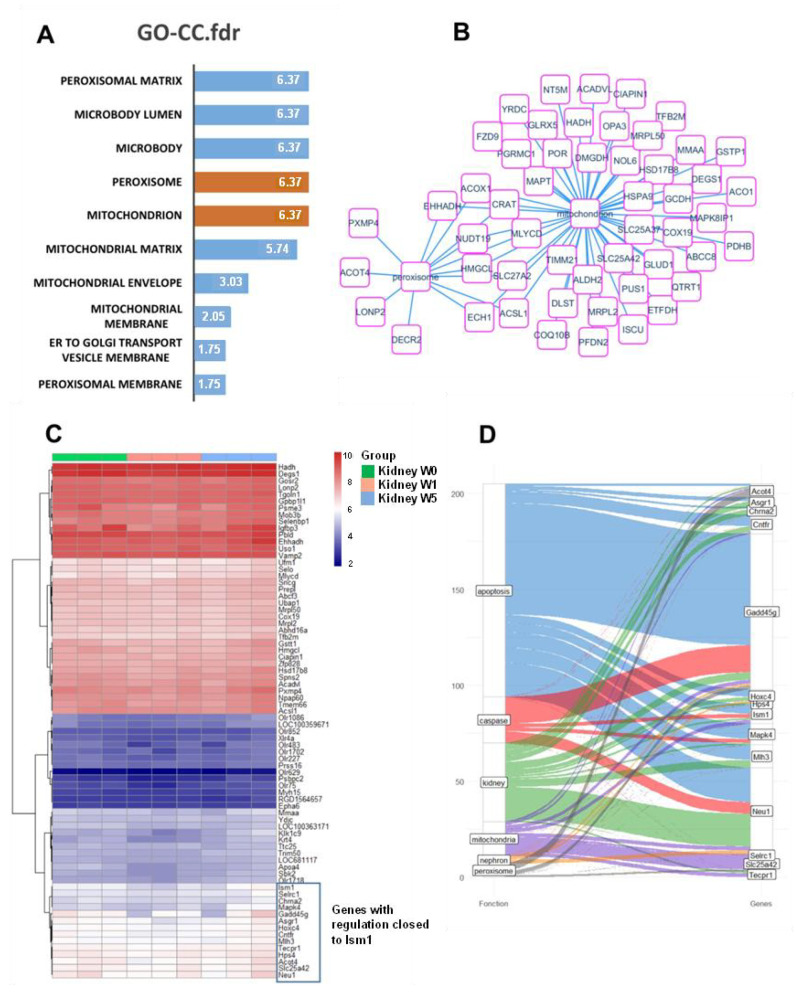
**Mitochondria and peroxisome regulation during ISM1 time course model during kidney regeneration.** (**A**) Functional enrichment on gene ontology cellular component database of genes found correlated to ISM1 during kidney regeneration (fdr: false discovery rate): barplot of negative log10 FDR adjust *p*-values; (**B**) Functional enrichment network performed with mitochondria and peroxisome related genes found correlated to ISM1; (**C**) Expression heatmap of best 75 genes found correlated to ISM1 expression kidney regeneration: blue gene cluster defined genes with regulation closed to ISM1; (**D**) Alluvial plot built on gene-function found in NCBI database with genes highlighted closely regulated with ISM1 during kidney regeneration (quantitative colored links represent the numbers of NCBI-Pubmed articles connected).

**Figure 8:**
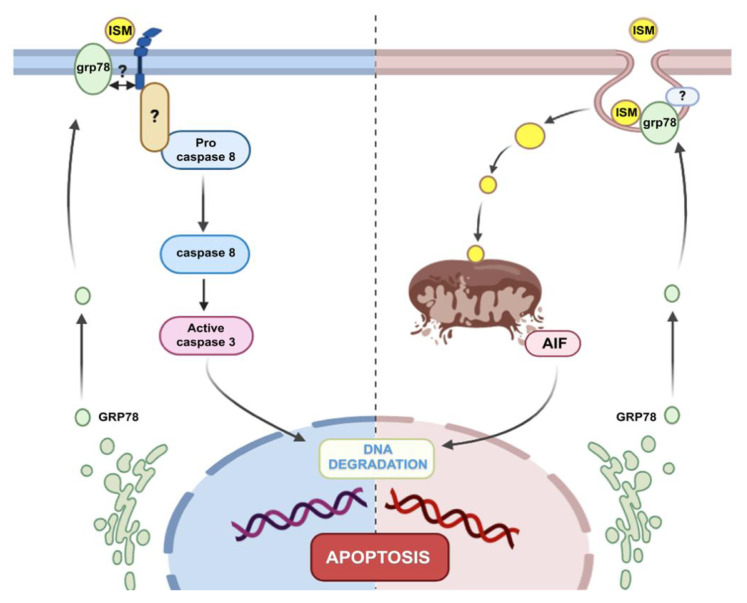
**Proposed mechanism of the deleterious action of ISM1 on podocytes.** (Left) Caspase-dependent pathway. At low concentration, extracellular ISM1might bind αvβ5 and/or GRP78 at the cell surface, triggering activation of procaspase-8 and the downstream effector caspase-3, which would activate a caspase-dependent DNAse (CAD) to produce DNA fragmentation (left). At higher concentrations, ISM1 is internalized by endosomal trafficking and would induce the activation of a caspase-independent proapoptotic pathway. Thus, ISM1 potentially interacts with GRP78 on the cell surface and would trigger its endocytic transport into the mitochondria. Subsequently, ISM1 triggers the permeabilization of the outer mitochondrial membrane and the specific release of AIF into the cytosol. Ultimately, AIF translocates to the nucleus where it contributes to DNA fragmentation and chromatin condensation.

## Data Availability

Data is contained within the article or Supplementary Material.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24032723/s1.

How the deposited data were processed for this re-analysis (not part of the article)

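The authors normalized the fluorescence values of the Affymetrix Rat Gene arrays with RMA and deposited log2 values for 20944 probesets and 12 arrays, which were used as they are. The values run from 1.5244 to 12.885, every column has a sample, and the array medians lie between 5.75 and 5.92. The software used for RMA, the scan dates and any batches are not stated in the sources used here. Of the probesets 18510 carry a single gene symbol, 575 several and 1859 none. Only those with a single symbol were kept, and a gene with several probesets (290 genes) was represented by the probeset of highest mean. For 86 of these genes the probesets differed in the sign of the change from CTL to W0, and no such gene had probesets called in opposite directions. Of the probesets 18393 were matched to a current gene identifier. No symbol had to be updated, and 2 list members were found under a synonym. This left 18166 genes.

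The unit of analysis is the kidney of a rat, 3 per group, as the sample labels state; the labels number the replicates 1 to 3 in each group. Groups were compared with limma 3.58.1 in R 4.3.3, with all 4 groups in the fit and empirical Bayes variances without trend (13.84 total degrees of freedom, median standard error 0.145). Adjusted p is by Benjamini-Hochberg over all genes, with 0.05 as threshold. The paper also gives a count of genes with a 2-fold change at p under 0.05 and does not state whether that p is adjusted; unadjusted p was used for this further rule (413 genes), and with adjusted p it gives 394. For 36 gene lists, written out by name from general knowledge of the kidney and of the genes the paper names, camera was run with its preset correlation of 0.01, again with an estimated correlation, and fry alongside; p was adjusted over the lists. Lists of genes taken from the study's own search for ISM1 are not counted as independent evidence. Single lists were also judged with p adjusted over the list alone. Scale was examined by centring the arrays on their medians and by repeating quantile normalization, and neither moved the median change of all genes by more than 0.1.

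For genes that follow Ism1, the regression used the 9 arrays of W0, W1 and W5. Exact permutation p values are two-sided and take all arrangements of the arrays. The code was tested on simulated data with known changes. For W0 against CTL it recovered 17.9% of genes with a log2 change of 0.5, 98.5% with 1 and 100% with 2, and called 0.0779% of unchanged genes. For slopes on Ism1 of 0.5, 1 and 2 it recovered 7.46%, 82.1% and 100%. Camera called 5 of 5 shifted lists and 0 of 15 unshifted lists by simulation. The simulated genes were drawn independently of each other, so this does not show how often camera calls unshifted lists of correlated genes. With the real arrays, splits other than the real one called up to 19 lists. The samples, the comparisons and the alternatives of the analysis were fixed before the data were examined; leaving out 2 arrays that lie apart on the second component was added afterwards. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for preparation, correlation and figures.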

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

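The tests of the lower Ism1 level at W1 were chosen only after the result was seen, and the other tests were written down before.

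Time points differed from each other when compared directly, which the paper reports for the groups as a whole and not gene by gene: 96 genes changed between W0 and W1, 916 between W0 and W5 and 52 between W1 and W5. Ism1 itself differed between W1 and W5 by 0.53 on its own limma p. Some genes outside those the paper discusses were above their CTL level at W0, with medians of 0.88 for tubular injury, 0.68 for extracellular matrix and 0.53 for complement and coagulation.

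On its own limma p Ism1 was lower at W1 than in CTL. It did not pass after adjustment over all genes, nor by exact permutation, whose p cannot go below 0.1 here. A smaller share of glomeruli in the W1 samples would lower it, but the 14 podocyte markers had a median of -0.0118 in the same comparison. A single array could carry it, but the largest limma p with any of the 6 CTL and W1 arrays left out was 0.034. A shift of whole arrays could do so, but with the arrays centred on their medians the change was -0.73. These tests argue against the 3 artifacts, the first only if podocyte markers keep their level per cell and Ism1 comes from glomeruli. A smaller share of proximal tubule, whose markers had a median of -0.295 in this comparison, was not tested as a source. With 3 arrays per group the data remain few.

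At W5 lists of matrix and mitochondrial ribosome genes were shifted against CTL although no single gene passed in limma (adjusted p = 0.0727 for matrix and 0.588 for the mitochondrial ribosome with an estimated correlation). After cyclic loess normalization the median went from 0.34 to 0.382 for matrix and from -0.266 to -0.197 for the mitochondrial ribosome. By this test a scale curved with intensity does not explain the matrix shift, and may explain part of the ribosome shift. The between-animal SD of the list mean was 0.0906 for matrix, well below the shift of 0.353. For the mitochondrial ribosome the SD was 0.145 against a shift of -0.252, and the CTL arrays (7.59, 7.69 and 7.82) overlap those of W5 (7.27, 7.40 and 7.66), so animal differences stay possible there.

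Peroxisomal and fatty acid oxidation lists followed Ism1 by camera (adjusted p = 0.131 for each with an estimated correlation). With each array left out in turn, the largest camera adjusted p of these 2 lists was 0.0314, but without W5 replicate 3 the median r fell from 0.214 to 0.0262 for peroxisomal genes and from 0.358 to 0.131 for fatty acid oxidation. Among all genes taken as template in place of Ism1, 1.98% did as well for peroxisomal genes and 0.677% for fatty acid oxidation. The peroxisomal list holds 7 genes that the paper names from its own search, so its share is not independent support. Chance is not excluded for the whole search: with Ism1 values shuffled over the arrays, 55 of 100 templates gave at least as many genes at an unadjusted p under 0.05 (highest 2108) and 14 of 100 gave at least 16 lists (highest 21).

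Arrays were also regrouped in every split of 3 and 3 for each comparison. A comparison has 10 splits, which are too few for a share under 0.05. For genes, the real split and the highest other split were 1708 and 0 for W0 and CTL, 548 and 1 for W1 and CTL, 0 and 0 for W5 and CTL, 96 and 0 for W0 and W1, 916 and 0 for W0 and W5, 52 and 0 for W1 and W5, and 413 and 54 for the 2-fold rule at W0. So 1 split reached the real number in each, except W5 and CTL, where all 10 splits did (limma; unadjusted 1333). For lists the numbers were 21 and 17 for W0 and CTL (1 split), 21 and 16 for W1 and CTL (1 split), 17 and 17 for W5 and CTL (2 splits), 14 and 19 for W0 and W1 (2 splits), 17 and 19 for W0 and W5 (3 splits), and 14 and 19 for W1 and W5 (4 splits).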

How the results depend on the processing

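Leaving out 2 arrays apart on the second component was chosen only after the data were seen. Of 1020 single gene results under other settings 842 kept their call, 165 were weaker, 4 stronger and 9 reversed; of 1128 list results 941, 184, 0 and 3 by the same tools; of 312 correlations 274, 29, 3 and 6. Lists weakened mainly with an estimated correlation. The cause of this and of the other moves was not tested.

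Genes changed, in the order W0, W1 and W5 against CTL, then W1 against W0, W5 against W0, W5 against W1. The methods' t-test gave 3137, 2480, 1312, 1262, 2650 and 1780 at an unadjusted p, and 34, 1 (Pfkfb1), 0, 0, 0 and 0 after Benjamini-Hochberg. With the 25% of genes of lowest level left out W5 against CTL had 1 gene (Col1a1) and W5 against W1 82. With the intensity trend and robust fit they had 3 (Col1a1, Col3a1, Muc4) and 95. With only the 2 groups in the fit W1 against W0 had 19, W5 against W0 537 and W5 against W1 80. W5 against W1 had 32 with quantile normalization repeated and 26 with arrays centred on their medians. Without the 2 arrays apart the counts were 1666, 455, 58 (W1 against W0), 1017 and 44. With a replicate block they were 1860, 563, 0, 89, 970 and 70 (2-fold rule 414, moderated F of Ism1 at 0.0466, lists 21, 21, 17, 15, 18, 13 and 19 along Ism1, overlap of W0 and W1 420), and 3 of 229 results changed, the circadian list from W1 to W5 and the respiratory chain and mitochondrial ribosome lists along Ism1. The 229 hold single lists only where the main fit called them, so lists newly called with the block are not counted. The samples were not taken as paired by replicate number, since not every same-numbered pair had r over 0.1, though a weak shared factor stays open: residual r of arrays with the same number was 0.0713 on average (18 pairs, -0.0363 to 0.172, 7 over 0.1), with different numbers -0.0354 (36 pairs, -0.214 to 0.19, 2 over 0.1), and 7 of 12 arrays were closest to their own number.

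Ism1 from W0 to W1 passed at -0.44 with only the 2 groups in the fit (limma p = 0.0122, exact permutation p = 0.1), with the intensity trend (-0.44) and by the methods' t-test (-0.44), and at -0.49 with quantile normalization and with centred arrays. From W1 to W5 it was lost in the methods' t-test (0.53, p = 0.167, exact permutation p = 0.2). Lists called with an estimated correlation were 3, 1, 0, 0, 2 and 0, and 2 along Ism1. The first component held 20.3% with genes scaled to unit variance, 36.8% with the 25% of genes of lowest level left out and 30.7% with all probesets. The overlap with W0 under the 2-fold rule was 116 genes at W1 and 5 at W5 (Klk1c9, Acsm3, Muc4, Hrg, Gpnmb), where data simulated without effect but with the shared CTL arrays gave 1.1 and 1.05 on average. Reversed in sign were Hspa5 at W0 with quantile normalization (0.0104) and r of Cycs with centred arrays (0.0289) and with all 12 arrays (0.154).

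Ranges with single arrays left out: genes changed 1070 to 1498, 165 to 466, 0 to 1 (limma; Klk1c9 or Rps26l1), 22 to 169, 407 to 852 and 3 to 64 (2-fold rule 384 to 469). Ism1: W0 against CTL -0.33 to -0.11, W1 against CTL -0.77 to -0.56, W5 against CTL -0.34 to 0.15, W1 against W0 -0.57 to -0.35, W5 against W0 -0.14 to 0.35, W5 against W1 0.30 to 0.79, F test p 0.00193 to 0.165. Lists 21 to 22, 20 to 22, 10 to 18 (10 without W5 replicate 1), 11 to 16, 15 to 21 and 13 to 18, and 14 to 19 along Ism1. Genes correlated with Ism1 0 to 0 (limma; unadjusted 752). Overlaps 146 to 230 at W1 and 0 to 1 at W5. At W0: Hspa5 -0.23 to 0.0832, Itgb5 -0.13 to 0.071, Casp9 -0.14 to 0.0825, Snap25 -0.038 to 0.25, Gadd45g -0.0326 to 0.56, Neu1 -0.31 to 0.000203. Median r along Ism1: respiratory chain -0.312 to 0.302, mitochondrial ribosome -0.139 to 0.347, interferon -0.509 to -0.0652. r of Hspa5 -0.0588 to 0.633, of Cycs -0.323 to 0.00567.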

Differences from the paper's values

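No test in this part was chosen only after the result was seen.

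The paper found 283 genes co-regulated with ISM1 after false discovery rate adjustment; here 0 of 18165 passed by limma (752 unadjusted), and 0 under every other setting, including a plain Pearson test (731 unadjusted) and all 12 arrays (1470 unadjusted). Of the 731 genes 256 had a positive and 475 a negative r, and the paper does not state whether its count holds both signs. The list of the 283 genes is not among the files used here, and whether the paper's adjustment was made on the correlations or on a later enrichment step is not stated in a way that could be tested. The methods of the paper give for this part a dataset number whose last digits differ from that of the arrays used here. The paper describes the search as made on total kidney of its L-NAME model, at the time points used here. Of the genes it names from that search, the 7 shared enzymes had a median r of 0.721 with Ism1 in these arrays. The 4 apoptosis genes had 0.79, and every r of the 7 and the 4 was positive. With an estimated correlation the camera adjusted p was 0.00784 and 0.0355. The named genes that were measured thus varied with Ism1 in these arrays too. No other arrays were examined, so these values do not settle which arrays the search used.

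The first principal component holds about 20% of the variance in Fig. 2b, read by eye, and 31.8% here. With the genes scaled to unit variance it held 20.3%, so the scaling of the genes may account for the difference.

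The paper states that ISM1 mRNA was overexpressed in W0 and W1 kidneys; in these arrays Ism1 of whole kidney was not higher at W0 and was lowest at W1, under every scaling. The paper's RT-qPCR was made on glomeruli and the arrays on whole kidney, and the cause of the difference was not tested. Tissue is not the whole of it, since the paper describes a rise at W0 and a gradual return for its microarrays too, as less evident there. These whole-kidney arrays did not show that course (Ism1 at -0.20 in W0 and -0.64 in W1 against CTL).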

Other observations

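No test in this part was chosen only after the result was seen.

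Besides the groups already described, at W0 immediate early genes were high: 12 of 20 rose (18 over the list alone, median 1.03, camera adjusted p = 3.89e-15, adjusted p = 0.19 with an estimated correlation), among them the transcription factors Klf6 (1.85), Myc (1.76) and Jun (1.24); without W0 replicate 1 the median was 0.66. They were lower at W1 than at W0 (median -0.67, 15 over the list alone, camera adjusted p = 1.28e-16, adjusted p = 0.112 with an estimated correlation). Genes induced by hypoxia rose in 7 of 21 cases at W0 (median 0.23, camera adjusted p = 0.000364, adjusted p = 0.23 with an estimated correlation), including Ldha, lactate dehydrogenase (0.78), Ndrg1 (0.78) and erythropoietin, Epo (0.96); the median was 0.41 without W0 replicate 2. Targets of PPAR alpha rose in 7 of 21 cases and fell in 1 (median 0.37, camera adjusted p = 0.000492, adjusted p = 0.256 with an estimated correlation), with the lipid droplet protein Plin2 (2.09) and the mitochondrial carrier Ucp2 (1.49); the median was 0.20 without W0 replicate 1. Ahsp, a chaperone of hemoglobin, rose by 1.38 (limma adjusted p = 0.00279); the 4 red blood cell genes had a median of 0.72 (camera adjusted p = 0.00189, adjusted p = 0.23 with an estimated correlation), and at W5 3 of the 4 were lower than at W0 (median -1.23, camera adjusted p = 2.17e-05, adjusted p = 0.16 with an estimated correlation). Whether blood left in the tissue or new red cells explain this was not tested.

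Cell cycle genes at W0 were mostly higher: 31 of 34 were above CTL, 7 rose and 2 fell (14 and 2 over the list alone, median 0.42, camera adjusted p = 7.95e-07, adjusted p = 0.267 with an estimated correlation). The inhibitor of division Cdkn1a rose by 2.25 and Prc1 by 0.98, while Ccnd1 fell by 0.78 and the kinase Melk by 1.58. In the apoptosis list 8 of 35 genes rose and 1 fell (median 0.17, camera adjusted p = 0.00169, adjusted p = 0.23 with an estimated correlation), with the receptor Tnfrsf1a (1.27), Birc3 (1.81) and Casp12 (1.52). Of the caspase pathway genes the paper names, Casp8 rose by 0.72 at W0 (limma adjusted p = 0.00811) and was at 0.71 in W1 (adjusted p = 0.023), and Cycs fell by 0.66 (adjusted p = 0.0054) and rose by 0.50 from W0 to W5 (adjusted p = 0.0368). Aifm1 (-0.43, adjusted p = 0.138) and Casp9 (-0.04, adjusted p = 0.914) did not pass. Mapk4 fell by 1.02 at W0 (adjusted p = 0.0106, and 0.0511 without CTL replicate 1) and was at -1.10 in W1 (adjusted p = 0.018). Mlh3 was at -0.53 at W0 (adjusted p = 0.0533, and 0.0393 without CTL replicate 1) and fell by 0.64 at W1 (adjusted p = 0.0474). Gadd45g (0.24, adjusted p = 0.83), Neu1 (-0.15, adjusted p = 0.775) and Snap25 (0.09, adjusted p = 0.79) did not pass at W0. Signs turned for Casp9 without CTL replicate 2 (0.03) and W0 replicate 1 (0.08), Gadd45g without CTL replicate 2 (-0.03), Neu1 without CTL replicate 3 (0.000203) and Snap25 without CTL replicate 1 (-0.04). The genes Hprt1 (0.14, adjusted p = 0.661) and Gusb (0.26, adjusted p = 0.218), used as references in RT-qPCR, did not pass either. The 4 genes Gadd45g, Neu1, Mlh3 and Mapk4 had a median of -0.57 at W1 (camera adjusted p = 0.000569, adjusted p = 0.201 with an estimated correlation) and the 7 shared enzymes of mitochondria and peroxisomes -0.33 (5 lower over the list alone, camera adjusted p = 1.75e-05, adjusted p = 0.153 with an estimated correlation); these lists come from the study's own search and are not counted as independent evidence.

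Chemokine and cytokine genes rose in 6 of 27 cases at W0 and fell in 1 (median 0.26, camera adjusted p = 0.00183, adjusted p = 0.23 with an estimated correlation), with the oncostatin M receptor Osmr (2.10) and Cxcl1 (1.00) up and Cxcl12 down (-1.06), and a median of 0.15 without W0 replicate 3. Genes of the renin-angiotensin system fell in 3 of 11 cases (median -0.40, camera adjusted p = 0.00462, adjusted p = 0.23 with an estimated correlation): the peptidases Mme (-1.17) and Anpep (-1.10) and the receptor Agtr1a (-0.81). Their median was -0.26 without CTL replicate 3 and -0.18 without W0 replicate 3. Xenobiotic and glutathione genes fell in 9 of 25 cases and rose in 1 (median -0.27, camera adjusted p = 0.00792, adjusted p = 0.23 with an estimated correlation), including Gclc, which starts glutathione synthesis (-1.21). Citrate cycle genes fell in 2 of 18 cases (Pc -0.93, Pdha1 -0.38; median -0.23, camera adjusted p = 0.00529, adjusted p = 0.423 with an estimated correlation; median -0.15 without W0 replicate 1). T and B cell genes had a median of 0.23, with Il7r at 1.07 (camera adjusted p = 0.00579, adjusted p = 0.354 with an estimated correlation). Without W0 replicate 3 the T and B cell call was lost (median 0.06, adjusted p = 0.196), and the median was 0.13 without CTL replicate 1 and 0.36 without CTL replicate 3. Interferon-induced genes were shifted at W1 (median 0.37, 5 over the list alone, camera adjusted p = 5.86e-05, adjusted p = 0.4 with an estimated correlation), with Psmb8 at 1.03 and Tap1 at 0.80, and not at W0 (camera adjusted p = 0.946). Their median at W1 was 0.20 without CTL replicate 2 and 0.61 without CTL replicate 3.

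Clock genes as a list were not called at W0 (median -0.01, camera adjusted p = 0.8), but single members moved: Nr1d1 fell by 1.43, Dbp by 1.38 and Tef by 1.00, and Nfil3 rose by 1.60. Between W0 and W5 Nr1d1 differed by 1.73, Dbp by 2.00, Tef by 1.18 and Nfil3 by -1.70. The hour at which the rats were killed is not given in the sources used here, and an effect of the time of day was not tested. Lists of endothelial cells (camera adjusted p = 0.335, while Vwf fell by 0.68 and Ehd3 by 0.53), smooth muscle and pericytes (0.125, while Des rose by 0.76), collecting duct (0.8), the unfolded protein response (0.673), heat shock (0.444), nitric oxide and endothelin (0.673, while Edn1 rose by 1.15), adipocytes (0.179), adrenal tissue (0.845) and olfactory receptors (0.203) were not called at W0. From W1 to W5, however, camera with its preset correlation called the olfactory receptors, a background list, at a median of only 0.01. That call was lost in 2 of 6 settings with an array left out. Camera with the preset correlation can thus call a list that hardly moved.

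Along Ism1 over the 9 arrays of W0, W1 and W5, 16 lists were called. Cell cycle genes had a median r of -0.501 (31 of 34 negative, camera adjusted p = 4.95e-11, adjusted p = 0.322 with an estimated correlation), matrix genes -0.381 (adjusted p = 4.46e-07, adjusted p = 0.373 with an estimated correlation) and macrophage markers -0.377 (adjusted p = 6.08e-06, adjusted p = 0.405 with an estimated correlation). Without W1 replicate 2 the median r was -0.252 for matrix and -0.216 for macrophages, whose call was lost (adjusted p = 0.0865), and without W5 replicate 1 it was -0.615 for matrix and -0.616 for macrophages. PPAR alpha targets had 0.3 (adjusted p = 4.28e-06, adjusted p = 0.241 with an estimated correlation) and proximal tubule genes 0.26 (adjusted p = 0.000123, adjusted p = 0.322 with an estimated correlation; median 0.0803 without W5 replicate 3). By camera with its preset correlation, but not with an estimated one, cell cycle, matrix and macrophage genes were higher at W1 than at W5. Ism1 was lowest at W1. With the group means as terms these lists lost their call (camera adjusted p = 0.0825 for cell cycle, 0.273 for matrix, 0.577 for macrophages), while PPAR alpha targets (6.39e-06) and proximal tubule genes (8.36e-10) kept it.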
